# Proper control of R‐loop homeostasis is required for maintenance of gene expression and neuronal function during aging

**DOI:** 10.1111/acel.13554

**Published:** 2022-01-20

**Authors:** Juan Jauregui‐Lozano, Spencer Escobedo, Alyssa Easton, Nadia A. Lanman, Vikki M. Weake, Hana Hall

**Keywords:** aging, *Drosophila*, eye, neurons, photoreceptors, R‐loop, transcription, visual

## Abstract

Age‐related loss of cellular function and increased cell death are characteristic hallmarks of aging. While defects in gene expression and RNA metabolism have been linked with age‐associated human neuropathies, it is not clear how the changes that occur in aging neurons contribute to loss of gene expression homeostasis. R‐loops are RNA–DNA hybrids that typically form co‐transcriptionally via annealing of the nascent RNA to the template DNA strand, displacing the non‐template DNA strand. Dysregulation of R‐loop homeostasis has been associated with both transcriptional impairment and genome instability. Importantly, a growing body of evidence links R‐loop accumulation with cellular dysfunction, increased cell death, and chronic disease onset. Here, we characterized the R‐loop landscape in aging *Drosophila melanogaster* photoreceptor neurons and showed that bulk R‐loop levels increased with age. Further, genome‐wide mapping of R‐loops revealed that transcribed genes accumulated R‐loops over gene bodies during aging, which correlated with decreased expression of long and highly expressed genes. Importantly, while photoreceptor‐specific down‐regulation of Top3β, a DNA/RNA topoisomerase associated with R‐loop resolution, lead to decreased visual function, over‐expression of Top3β or nuclear‐localized RNase H1, which resolves R‐loops, enhanced positive light response during aging. Together, our studies highlight the functional link between dysregulation of R‐loop homeostasis, gene expression, and visual function during aging.

## 1 INTRODUCTION

Aging is a process characterized by a time‐dependent decline in physiological homeostasis that eventually leads to a loss of organismal function and increased incidence of death. Characteristic functional changes include loss of gene and protein expression, mitochondrial dysfunction, cellular senescence, and stem cell exhaustion (López‐Otín et al., 2013). Aging is also a major contributor to development of many chronic diseases including ocular disease (Bonnel et al., 2003). Age‐related vision loss and maculopathy have been associated with decreased density of retinal cells, including photoreceptors. Specifically, the age‐related decline in photoreceptors affects predominantly rods rather than cones (Jackson et al., 2002). In addition, emerging evidence links age‐related neurological diseases, including retinal neuropathies, to defects in gene expression and RNA metabolism (Parapuram et al., 2010). Nonetheless, the molecular mechanisms that contribute to the age‐associated susceptibility of the eye to disease development are poorly understood.

R‐loops are three‐stranded nucleic acid structures consisting of an RNA‐DNA hybrid and a misplaced single strand of DNA (Aguilera & García‐Muse, 2012). They typically form during transcription in organisms ranging from yeast to humans and play a significant role in normal cellular physiology, being required for the initiation of mitochondrial replication and class switch recombination. Notably, recent studies suggest that R‐loops can dynamically regulate gene expression (Niehrs & Luke, 2020); for example, due to their enrichment at gene termini, R‐loops can modulate gene expression by preventing DNA methylation or limiting transcription factor access to promoters and facilitating efficient transcription termination at 3’ends (Boque‐Sastre et al., 2015; Skourti‐Stathaki et al., 2014). Moreover, R‐loop formation correlates positively with active transcription, gene length, GC content, and DNA topology (Mackay et al., 2020). Importantly, recent studies have shown that resolution of topological stress during transcription mediated by topoisomerases is critical for proper neuronal function (McKinnon, 2016). Topoisomerase 3β (Top3β) is a member of the type IA superfamily of topoisomerases, which unwind negatively supercoiled DNA formed during transcription and replication, an activity that prevents R‐loop formation (Mackay et al., 2020). Loss of Top3β is associated with neurological disorders (Mackay et al., 2020) and has been shown to reduce lifespan in mice (Kwan & Wang, 2001).

Although R‐loops are normal biological structures, their persistent formation is a major source of spontaneous DNA damage that can lead to transcriptional dysregulation and genome instability (Aguilera & García‐Muse, 2012); two early hallmarks of aging. Given that aging is a main risk factor for development of chronic diseases, including neurodegenerative disease, it is conceivable that R‐loops could play a significant role in age‐associated mis‐regulation of cellular functions. However, our understanding on R‐loop biology during aging, and particularly in neurons, is quite limited. Due to high levels of transcription and alternative splicing, retinal cells and particularly photoreceptor neurons may be highly sensitive to RNA metabolism dysregulation. *Drosophila*‐compound eye contains approximately 800 units called ommatidia with each consisting of 20 cells, including eight photoreceptor (PR) neurons. The six outer PRs (R1‐R6) expressing Rhodopsin 1 (Rh1) are mainly responsible for black and white vision and motion and are similar to human rods. The inner PRs (R7 and R8) express Rh3/4 and Rh5/6, respectively, are responsible for color vision and resemble human cones. To characterize how aging impacts the genomic R‐loop landscape in *Drosophila* photoreceptors, we isolated genetically labeled outer PRs using our recently improved nuclei immuno‐enrichment method (Jauregui‐Lozano et al., 2021) and performed MapR coupled with next generation sequencing (Yan & Sarma, 2020). Here, we show that R‐loop levels in photoreceptor neurons increased progressively with age and were associated with genic characteristics, such as transcript levels and GC content. Further, our data show that majority of genes that decrease expression during aging contained R‐loops. Finally, photoreceptor‐specific depletion of DNA/RNA topoisomerase Top3β resulted in increased R‐loop levels, reduced expression of long genes with neuronal function, and reduced visual response. Importantly, over‐expression of either Top3β or human RNASEH1, an enzyme that resolves R‐loops, in the eyes resulted in enhanced visual response during aging. Together, our data show that aging is associated with increased levels of R‐loops over transcribed genes, potentially disrupting transcriptional outcomes that contribute to age‐associated changes in neuronal function, including visual response to light.

## 2 RESULTS

### 2.1 Aging photoreceptor neurons show increased global R‐loop levels that correlate with loss of function and precede age‐associated retinal degeneration

To examine the global R‐loop levels in photoreceptor neurons, we tagged the outer nuclear membrane of R1‐R6 with GFP fused to the KASH domain of Msp300 protein using the Rh1‐Gal4 driver and isolated outer PR nuclei from the head homogenate with our tissue‐specific method (Jauregui‐Lozano et al., 2021). Next, we aged flies over the course of 50 days post‐eclosion (emergence from the pupae) and extracted genomic DNA from isolated PR nuclei at three time points (Figure 1a). We then assessed the global R‐loop signal with a DNA slot blot assay using the S9.6 antibody, which recognizes RNA‐DNA hybrids. Specificity of S9.6 antibody toward RNA‐DNA hybrids was shown by pre‐treatment of DNA with ribonuclease H1 (RNase H1) that resulted in significant decrease of S9.6 signal (Figure 1b). Signal quantification showed approximately 30% increase in R‐loop levels in PRs isolated from middle‐aged, 30‐day‐old flies as compared with that in young, 10‐day‐old flies. This trend continued with a significant increase of nearly 50% in global R‐loop levels at Day 50 (Figure 1b,c). These data show that R‐loops start accumulating early during photoreceptor aging, at a time point where flies show decreased visual function (Hall et al., 2017). Importantly, using optical neutralization, which measures photoreceptor structural integrity with light microscopy, we observed no retinal degeneration by middle age, with a stochastic loss of rhabdomeres occurring after Day 40 (Figure S1). Thus, our data show that process of R‐loop accumulation precedes age‐related retinal degeneration, thus suggesting that increased R‐loop formation may contribute to loss of function and possibly neuronal cell loss during aging.

**FIGURE 1:**
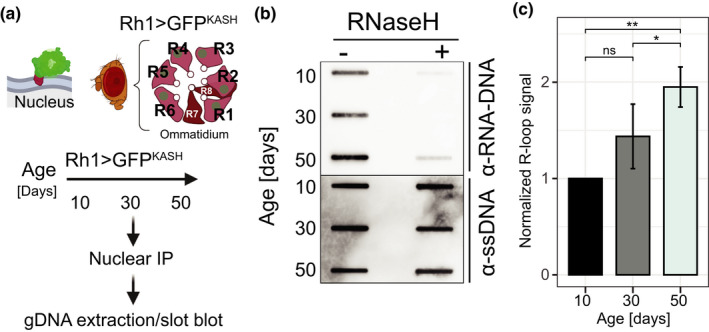
Aging photoreceptor neurons show increased global R‐loop levels that correlate with loss of function and precede age‐associated retinal degeneration. (a) Schematic diagram of experimental outline to detect global levels of R‐loops in aging photoreceptor neurons. Top: diagram of the cellular localization of the GFP^KASH^ protein. Dark blue lines represent each lipid layer within the nuclear membrane. Bottom: diagram of an ommatidium, a structural subunit in the *Drosophila* compound eye. Each ommatidium is composed of 8 photoreceptor neurons, labeled R1 to R8. Outer photoreceptors (R1‐R6) express the *ninaE* (Rh1) gene. (b) Slot blot analysis of R‐loop levels from photoreceptor nuclei at Days 10, 30, and 50 post‐eclosion treated with (right) or without (left) RNase H1. Slot blots were performed using RNA‐DNA hybrid‐specific S9.6 antibody (top) and ssDNA for loading control (bottom). (c) Quantification of S9.6 slot blot signal in aging PRs from (b). Values above 1 represent increase signal relative to Day 10. Mean ± Standard Deviation (SD). *p* Value is obtained using *t* test, (*n* = 4)

### 2.2 Profiling genome‐wide R‐loop distribution in PR neurons reveals age‐associated changes

To determine the genomic R‐loop landscape in aging PRs, we coupled our NIE approach with MapR, a recently published R‐loop mapping strategy based on the specificity of RNase H1 enzyme to RNA‐DNA hybrids, combined with the micrococcal nuclease (MNase)‐based CUT&RUN technology. MapR uses a recombinant mutant form of MNase‐fused RNase H1, which binds but does not degrade the RNA moiety within an RNA‐DNA hybrid (ΔRH). Upon binding of the RNA‐DNA hybrid by ΔRH‐MNase, MNase activation by Ca^2+^ addition results in cleavage of surrounding DNA and a subsequent release of R‐loop associated DNA fragment, which is used for library preparation coupled with high‐throughput sequencing (Figure 2a). Surprisingly, we found that coupling NIE‐purified photoreceptor nuclei with the standard MapR protocol yielded signal over genic regions resembling MNase‐seq rather than R‐loop specific enrichment. Our data showed MapR signal depletion around the transcription start site (TSS) of genic regions (Figure S2A), suggesting that our samples were being over‐digested by MNase. We therefore modified the standard MapR protocol based on the recently published improvement of the CUT&RUN method, which incorporates high salt with low calcium washing steps, and also decreased digestion time (see Methods in Supporting Information). To evaluate the quality of our modified protocol, we first compared our MapR data in *Drosophila* PRs with the original MapR data obtained in human HEK293T cells (Figure S2B) and found that the metagene profiles over the gene bodies showed similar R‐loop distribution, with signal enrichment around the TSS and the transcription termination site (TTS) (Figure S2A). In contrast, when we next compared our MapR data with R‐loop mapping data obtained from *Drosophila* embryos using DRIP‐seq (Alecki et al., 2020), we observed that DRIP‐seq showed signal enrichment over gene bodies with a slight depletion around TSS (Figure S2C); discrepancies that have been shown previously to result from different affinities of S9.6 antibody used in DRIP‐seq, as opposed to RNase H1 used in MapR, for RNA‐DNA hybrids. In addition, the Alecki dataset was obtained during *Drosophila* early embryonic developmental stages. Thus, some differences in signal enrichment in our studies might arise from tissue‐specific and method‐specific effects.

**FIGURE 2:**
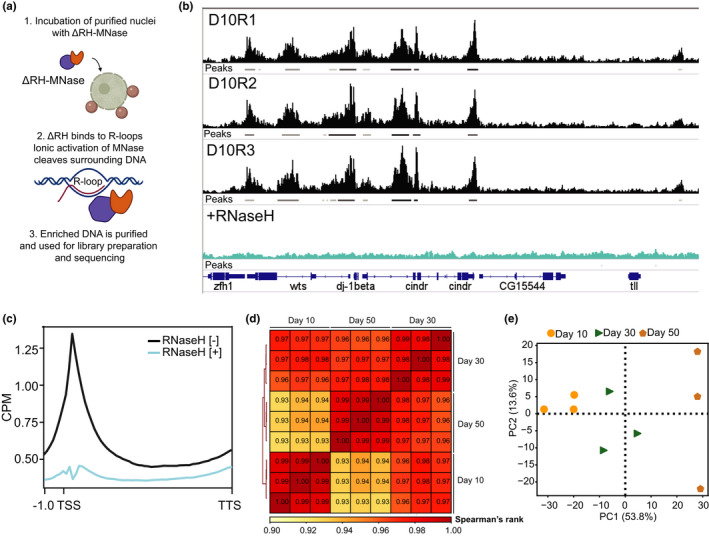
Profiling genome‐wide R‐loop distribution in PR neurons reveals age‐associated changes. (a) Schematic diagram of the R‐loop mapping technique used in this study (MapR). Immuno‐enriched nuclei are incubated with ΔRNase H1‐MNase (ΔRH‐MNase), where ΔRH binds to R‐loops. Ionic activation of MNase results in cleavage of surrounding DNA and subsequent R‐loop enriched DNA release, which is purified and used for sequencing library preparation. (b) Genome browser inspection of MapR track data on integrated genomic viewer (IgV) for a selected genomic region. Three independent biological replicates (R1‐R3) from 10‐day‐old flies’ samples not pre‐treated with RNase H1 are shown in black, and a sample from nuclei that were pre‐treated with RNase H1 prior to MapR (see Methods) is shown in blue. Peaks obtained using MACS2 for each sample are also shown as bars under each corresponding sample track. (c) Metaplot of CPM‐normalized MapR signal over gene bodies for samples that were pre‐treated with (blue) or without (black) RNase H1 prior to MapR (from b). (d) Spearman correlation heatmap of Aging MapR read distribution over 1000‐bp binned genome. Scores between 0 and 1 shown in each box correspond to Spearman's rank score. (e) Principal component analysis (PCA) of Aging MapR samples based on read distribution over 1000‐bp binned genome

To validate the specificity of our MapR method, we treated NIE‐purified PR nuclei with RNase H1 prior to performing MapR, which led to a complete loss of signal enrichment as shown by individual gene examples (Figure 2b) and gene metaplots (Figure 2c). In addition, when we normalized MapR signal by obtaining a ratio from RNase H1 non‐treated relative to treated samples, we found that the MapR signal distribution did not show significant changes in enrichment over genes bodies (Figure S2D). We note that the standard MapR protocol includes a separate negative control where nuclei are incubated with MNase alone to account for MNase binding. However, in our hands, the MNase control yielded no purifiable DNA, as shown by TapeStation profiles (Figure S2E).

Based on these observations, we performed MapR in aging PRs at Days 10, 30, and 50 post‐eclosion using our modified approach in three independent biological replicates, which generated at least 3.5 × 10^7^ uniquely mapped fragments per sample (File S1). Spearman's correlation analysis based on read distribution over a 1000‐bp binned genome revealed a strong positive association among the three biological replicates (Spearman's *p* ≥ 0.96). In contrast, when we compared the samples between different age time points, we observed lower positive association between Day 10 and Day 50 (Spearman's *p* ≥ 0.93), suggesting that the R‐loop landscape changes were age‐dependent (Figure 2d). Similarly, principal component analysis (PCA) of the normalized R‐loop distribution revealed that 53.8% variance among the samples for all biological replicates was attributed to age (Figure 2e). Notably, while samples clustered by age, the similarity among the biological replicates decreased with age (PC2 13.6%), suggesting that aging is associated with increased heterogeneity in R‐loop distribution.

To further assess the quality of our sequencing datasets, we performed peak calling using the model‐based analysis for ChIP‐Seq (MACS2) algorithm using default settings and measured quality control metrics. To account for the differences in the number of mapped fragments in each sample (Figure S2F), we called the peaks using bam files that were down‐sampled to the same number of mapped fragments (3.5 × 10^6^). Evaluation of the Fraction of Reads in Peaks (FRiP) score, which measures the quality of signal enrichment as defined by modENCODE, showed consisted FRiP scores higher than 0.37 for all samples (Figure S2G). Furthermore, we found that peak distribution was stably maintained during aging, with approximately 60% of peaks being annotated to promoters (TSS ± 2kb) and approximately 25% of peaks annotated to introns (Figure S2H), which is consistent with previously reported genome‐wide R‐loop distribution.

Taken together, our data demonstrate that we successfully applied the MapR method to tissue‐specific samples in *Drosophila*, by purifying photoreceptor nuclei from the whole organism, and produced high quality R‐loop mapping data. Furthermore, application of MapR in aging PRs showed that the genome‐wide R‐loop distribution changes in an age‐dependent manner.

### 2.3 Age‐associated R‐loop accumulation over gene bodies correlates with high GC content, gene length, and transcriptional levels

Given that R‐loops typically form co‐transcriptionally (Belotserkovskii et al., 2018), we next examined global and locus‐specific distribution of age‐associated changes in R‐loops across actively transcribed genes, defined as having more than seven transcripts per million (TPM). First, we analyzed global R‐loop signal over gene bodies for actively expressed genes and compared the average signal across the gene, as counts per million (CPM). As expected, gene metaplots revealed that R‐loop signal was enriched mainly over TSS and toward the 3’ ends of genes across all age time points (Figure 3a), which is consistent with previously reported R‐loop distribution (Ginno et al., 2012; Sanz et al., 2016). Importantly, there was a widespread increase in R‐loop levels over gene bodies during aging, most notably at Day 50. Genome browser inspection of the averaged signal tracks for each time point for two individual genes showed changes in R‐loop signal, including an early decrease or late increase (Figure S3A). To further evaluate the molecular characteristics of R‐loop coverage during aging, we asked whether the age‐associated increase in R‐loops could be a consequence of broadening of the peaks. Consistent with our gene metaplots, MapR signal around the peaks showed that overall, R‐loop coverage increased with age (Figure 3b), suggesting that R‐loops might either extend or form at higher rate with age. To further assess an age‐associated increase in R‐loop occupancy, we quantified signal coverage, as defined by the sum of peak width for each time point. Notably, R‐loop peaks covered approximately 18.7 megabases (Mb) of the genome at Day 50, compared to 18.1 Mb at Day 10, showing a modest but significant increase in coverage during aging (t test, *p* < 0.022) (Figure 3c). Supporting this data, violin plots depicting the peak width for all peaks revealed a slight but consistent increase in peak width at Day 30 and Day 50 as compared with that at Day 10 (Figure S3C). Taken together, these observations show that R‐loop signal over the genome accumulates with age, corroborating our findings from bulk R‐loop levels using slot blots (see Figure 1). We note that the *Drosophila* genome has a total size of 180 Mb, and our data in *Drosophila* PRs showed that R‐loops covered approximately 10% of the genome, which is similar to the genomic R‐loop coverage obtained from other organisms, including mammals (Aguilera & García‐Muse, 2012).

**FIGURE 3:**
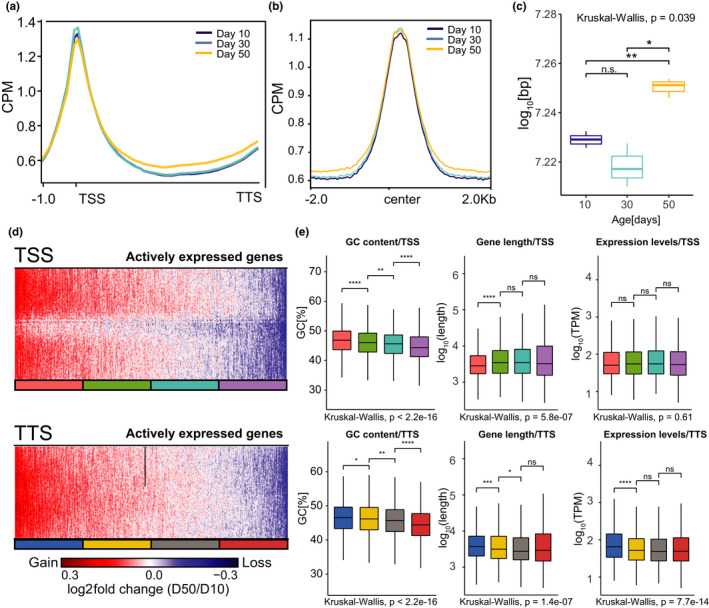
Age‐associated accumulation of R‐loops over gene bodies correlates with high GC content, gene length, and transcript levels. (a) Metaplot of CPM‐normalized MapR signal over gene bodies for all genes across age‐timepoints. Signal is an average obtained from three independent biological replicates per age‐timepoint. TSS indicates transcription start site and TTS indicates transcription termination site. (b) Metaplot of CPM‐normalized Aging MapR signal around peaks obtained using MACS2 during aging. (c) Boxplot of genomic coverage of aging MapR signal as defined by the total sum of peak width obtained at each time point. Peaks that mapped to scaffold or non‐defined chromosomes were excluded from analysis. We used Wilcoxon Rank‐Sum test to compare pair‐wise differences in the distribution of genomic coverage among ages, (*n* = 3). (d) Heatmap showing log2 ratios of Aging MapR signal around the TSS (top) or TTS (bottom), comparing Day 50 to Day 10. Genes are ranked based on their fold change value and divided in four groups (quartiles) based on their position on the heatmap. (e) Boxplot analysis of GC content, gene length, and expression levels for each group of genes divided in four groups based on the Aging MapR fold changes around TSS (top) and TTS (bottom). *p* Value is obtained using Wilcoxon test

To gain further insight into age‐associated changes in R‐loops, we compared the fold change in R‐loop signal around TSS (±3 kb) or TTS (±3 kb) in old and young PRs. Heatmap plots of actively expressed genes ranked based on their fold change showed that the majority of the TSS‐associated R‐loops increased with age, while only approximately 50% of genes had an increase in R‐loop signal around TTS (Figure 3d). Because R‐loop formation is typically associated with specific genic characteristics such as gene expression level, torsional stress, and GC content (Chedin & Benham, 2020), we wondered if such genomic features were associated with an age‐associated accumulation of R‐loops over actively expressed genes. To test this, we clustered the genes from each heatmap from Figure 3d into four quartiles (Q1‐4, with Q1 having the highest R‐loop gain and Q4 having the highest R‐loops loss), and assessed GC content, gene length, and expression levels, respectively. Genes with TSS‐enriched R‐loops showed higher GC content than genes with R‐loop losses (Wilcoxon test, *p* < 2.2 × 10^−5^), with no statistically significant association with long or highly expressed genes (Figure 3e‐top). However, genes with TTS‐enriched R‐loops had high GC content, and were highly expressed and long (Kruskal–Wallis, *p *< 4.5 × 10^−2^, *p* < 4.5 × 10^−4^, and *p* < 2.1 × 10^−9^, respectively) (Figure 3e‐bottomC). Thus, these data show that age‐associated accumulation of R‐loops correlates with high GC content, length, and expression levels.

### 2.4 Accumulation of R‐loops in long genes correlates with decreased transcript levels in aging PRs

We previously showed that genes which decrease expression in aging PRs tend to be highly expressed and longer than genes that either increase or do not change expression (Hall et al., 2017). Moreover, aging *Drosophila* exhibits decrease in positive light response, which correlates with decreased expression of long genes with neuronal function. Interestingly, recent reports have shown similar correlations between gene length and function in a variety of aging tissues and organisms, including humans (Lopes et al., 2021; Stoeger et al., 2019). Because our current data showed that long genes accumulated R‐loops with age, and R‐loops can lead to RNA polymerase II arrest and transcription inhibition (Bentin et al., 2005; Tous & Aguilera, 2007), we next investigated if there was an association between accumulation of R‐loops and decreased gene expression during aging. Transcriptome profiling of PRs isolated from flies at Day 10 and Day 50 revealed that 1700 genes (18%) were differentially expressed (DEG), with 722 genes (7%) decreasing expression and 978 genes (8%) increasing expression (*p*‐adj < 0.05, |FC| > 1.5) (Figure 4a). To further evaluate the relationship between genic R‐loop accumulation and gene expression, we identified R‐loop containing genes (RCGs), by annotating high confidence peaks to the nearest TSS, and compared them to DEGs during aging. Venn diagram analysis revealed that 1388 or 69% genes were age‐regulated at a transcript level and also contained at least one R‐loop (RCGs/DEGs) (Figure 4b). Further, gene length analysis of each category showed that RCG/DEGs were significantly longer than either DEGs or RCGs alone (Figure 4c), suggesting that accumulation of R‐loops in long genes could contribute to gene expression changes during aging (Wilcoxon test, adjusted *p* value < 2.22e‐16).

**FIGURE 4:**
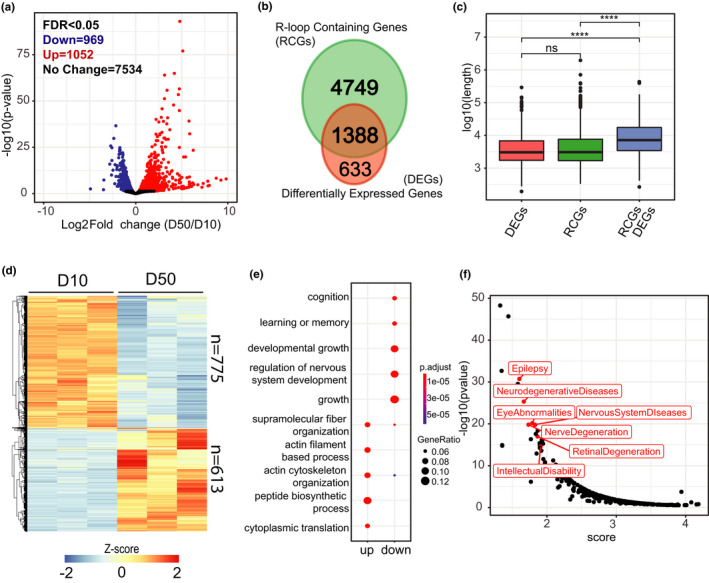
Accumulation of R‐loops in long genes correlates with decreased transcript levels in aging PRs. (a) Volcano plot representing differentially expressed genes (DEGs) between Day 50 and Day 10. DEGs are obtained using DESeq2 (adjusted *p* value < 0.05, |FC| > 1.5). (b) Venn diagram representing the overlap between R‐loop containing genes (RCGs) and DEGs from (a). (c) Box plot analysis of gene length for differentially expressed genes, R‐loop containing genes, or RCG/DEGs from (b). *p* Value is obtained using Wilcoxon test. (d) Hierarchically clustered heatmap of RNA‐seq data for RCG/DEGs from (b). Normalized *Z*‐scores are calculated based on normalized counts obtained using DESeq2, and the heatmap is divided into genes that were either up‐ or down‐regulated with age. (e) Dot plot of biological processes identified as significantly enriched in Gene Ontology (GO) term analysis for genes that were either up‐ or down‐regulated from (d). (f) Scatter plot depicting an enrichment analysis of diseases associated with genes that were down‐regulated with age and contained at least one R‐loop. Analysis performed using literature mining tool BioLitMine (Hu et al., 2020). A lower score (*x*‐axis) represents higher enrichment

To gain further insight into the biological processes associated with RCG/DEGs, we first used hierarchical clustering and identified 613 genes (46%) to be up‐regulated and 775 genes (54%) being down‐regulated. Importantly, we found that overall, nearly 80% of the genes that decreased expression during aging accumulated R‐loops, while only 58% of the genes that increased expression during aging contained R‐loops (Figure 4d). Gene Ontology (GO) term analysis revealed that down‐regulated RCG/DEGs were enriched for functional and neuronal categories, including cognition and regulation of nervous system development, whereas up‐regulated RCG/DEGs were enriched for metabolic processes, such as peptide biosynthesis and translation (Figure 4e). To further characterize the RCG/DEGs, we used literature mining tool BioLitMine and identified medical subject heading (MeSH) terms associated with RCG/DEGs that were significantly enriched for several eye‐ and brain‐relevant diseases, such as epilepsy, eye abnormalities, and retinal and nerve degeneration (Figure 4f). Collectively, our data showed that R‐loops accumulated at both age up‐ and down‐regulated genes, suggesting that R‐loops may contribute to gene expression regulation via multiple mechanisms. For example, transcription can be blocked by direct collision of RNAP by pre‐formed R‐loops from previous transcription rounds or alternatively, can be inhibited by an intrinsic R‐loop formation in the wake of ongoing RNAP. However, increased R‐loop levels in age up‐regulated genes may be simply a result of increased expression of these genes. Importantly, given that R‐loops accumulated at most of the age down‐regulated genes, which are enriched for long genes with neuronal function, it suggests that R‐loops may contribute to regulation of biological pathways relevant for eye‐specific functions.

### 2.5 Top3β depletion in *Drosophila* PR neurons leads to increased R‐loop levels and decreased visual function

The neuronal transcriptome is enriched for long and highly expressed genes, that undergo high level of torsional stress during transcription (King et al., 2013; Liu & Wang, 1987). To solve DNA and RNA topological problems, cells use conserved topoisomerase enzymes that play a critical role in a wide range of fundamental metabolic processes in the genome (Pommier et al., 2016; Wang, 2002). One of the enzymes is Top3β, a highly conserved, dual‐activity topoisomerase in animals that can change the topology of both DNA and RNA (Xu et al., 2013) and unwind negatively supercoiled DNA that forms during transcription, an activity that prevents formation of R‐loops (Chedin & Benham, 2020). Loss of Top3β is associated with increased R‐loop levels in mammalian cells (Yang et al., 2014) and has been shown to reduce lifespan in mice (Kwan & Wang, 2001). In addition, mutations in Top3β are linked to neurological disorders, thus highlighting the critical role of Top3β in neuronal function (Joo et al., 2020). Interestingly, our recent proteomic study of the aging *Drosophila* eye (Hall et al., 2021) revealed a 20% decrease in Top3β protein levels (Figure 5a, Figure S4A), suggesting that the aging eye might be sensitive to the loss of Top3β activity. Thus, we hypothesized that decreased Top3β levels could contribute to changes in R‐loop homeostasis and neuronal function in aging PRs. To test this, we first depleted *Top3β* with ubiquitous RNAi in larvae (*tubP*‐*Gal4*>*UAS*‐*RNAi*) and measured bulk R‐loop levels. Using DNA slot blot and RNA‐DNA‐specific antibody S9.6, we detected a 10% increase in R‐loop levels in Top3β‐depleted samples as compared with a control expressing non‐specific RNAi (Figure 5b,c). Pre‐treatment of DNA samples with RNase H1 led to a complete loss of the signal (Figure 5b‐right), thus showing the specificity of the signal for RNA‐DNA hybrids. In addition, qPCR analysis of Top3β transcript levels showed approximately 80% reduction in Top3β‐depleted samples as compared with a control, thus validating the efficiency of the knockdown (Figure S4B). Taken together, these data show that Top3β in *Drosophila* has a conserved role in maintenance of R‐loop homeostasis.

**FIGURE 5:**
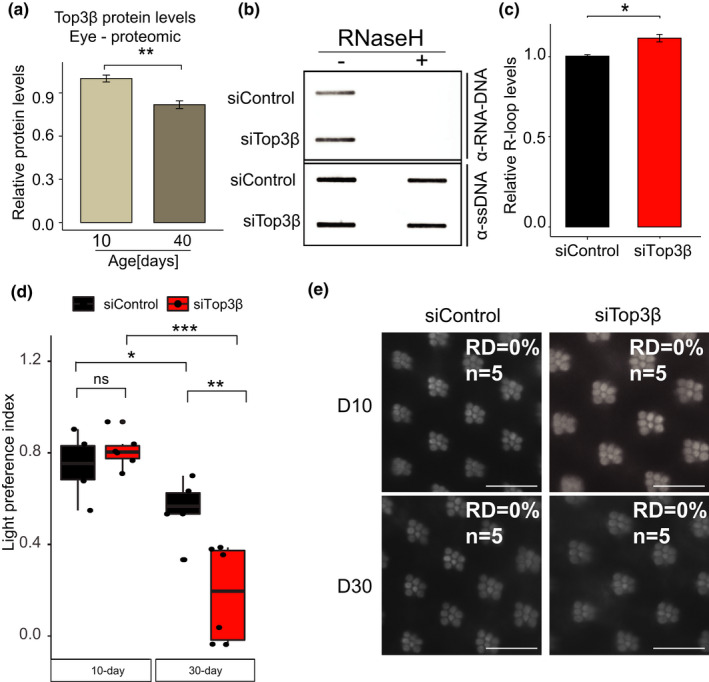
Loss of *Drosophila* Top3β leads to increased R‐loop levels. (a) Comparison of Top3β protein levels in aging eyes from Rh1 > GFP^KASH^ flies, shown as normalized protein abundance. Proteomic samples were prepared from 10‐ and 40‐day‐old flies, 100 eyes/sample (*n* = 4). Raw data taken from (Hall et al., 2021). (b) Slot blot analysis of R‐loop levels from 3rd instar larvae ubiquitously expressing siRNA against mCherry (siControl) or against Top3β (siTop3β). Samples were treated with (right) or without (left) RNase H1. Slot blots were performed using S9.6 antibody (top) and ssDNA for loading control (bottom). (c) Quantification of S9.6 slot blot from (b). S9.6 signal is normalized to ssDNA slot blot signal, (*n* = 3). (d) Box plots showing the light preference indices (positive phototaxis) for Rh1 > GFP^KASH^, mCherry‐RNAi (siControl) or Rh1 > GFP^KASH^, Top3β‐RNAi (siTop3β) at Day 10 and Day 30 (6 biological replicates for each time point or RNAi, 27 – 33 male flies/replicate; total number of flies per fly strain = 150–180). *p* Value was obtained using Wilcoxon test. (e) Optic neutralization of siControl and siTop3β at Day 10 and Day 30 post‐eclosion from (d). Retinal degeneration (RD) scores were obtained by blindly quantifying 5 biological replicates. Score of 0% means there was no observable loss of rhabdomere or ommatidia

Since loss of Top3β in *Drosophila* and mice leads to several neuronal phenotypes, such as disruption of synapse formation and behavioral impairments, we were next interested to see if depletion of Top3β specifically in PR neurons had any impact on visual function. Like most flying insects, *Drosophila* move toward light, thus exhibiting positive phototaxis (Choe & Clandinin, 2005). Importantly, we and others showed that positive phototaxis declines with age in flies (Carbone et al., 2016; Hall et al., 2017). To assess changes in visual behavior upon loss of Top3β, we depleted Top3β transcripts specifically in photoreceptors using *Rh1*‐*Gal4*>*UAS*‐*RNAi* and performed phototaxis assays at Days 10 and 30 post‐eclosion. As expected, there was approximately 15% decrease in positive phototaxis in the control flies between Day 10 and Day 30 (Figure 5d‐File S2). Notably, while flies with PR‐specific depletion of Top3β showed no significant difference in the phototactic response at Day 10, they showed approximately 60% decrease in visual behavior at Day 30 as compared with a control (Wilcoxon test, *p* value < 0.47, and <0.015, respectively). Importantly, this decrease in visual behavior was not due to the loss of PR neurons, as optical neutralization showed no retinal degeneration in *Rh1*‐*Gal4*>*UAS*‐*RNAi* flies at Day 30 post‐eclosion (Figure 5e). Thus, our data show that Top3β is required for maintenance of proper visual function in aging *Drosophila* photoreceptor neurons.

### 2.6 Top3β regulates expression of a subset of long genes associated with neuronal function in photoreceptors

Given the role of Top3β in the resolution of torsional stress during transcription, we next hypothesized that Top3β might be required to regulate the expression of genes with neuronal function, which tend to be long and highly expresses (Zylka et al., 2015). 

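Nuclear RNA was sequenced from photoreceptors of male flies at Day 30 that expressed, under Rh1-Gal4, an RNAi construct against Top3β (siTop3β) or against mCherry, a fluorescent protein that flies do not encode (siControl). GFP-KASH places GFP on the nuclear envelope of the cells that express it, and NIE captures the tagged nuclei with an antibody, so the libraries hold nuclear rather than total RNA. Each group had 2 libraries. The authors trimmed the reads, aligned them to the dm6 genome with STAR and deposited the number of reads counted on each of 13929 genes, without normalization. The paper's text does not name the tool or annotation used for counting, or say whether introns and strand were used. The total was 4267208 counts in siControl replicate 1, 3615880 in siControl replicate 2, 3239201 in siTop3β replicate 1 and 3965125 in siTop3β replicate 2. At this depth 3 counts correspond to between 0.697 and 0.871 CPM, counts scaled to the size of the library. siTop3β replicate 1 had the smallest total and the most genes with a count, 12922 against 10479, 10537 and 10104 in siControl replicates 1 and 2 and siTop3β replicate 2. Across tested genes, log2 CPM correlated at 0.978 within siControl and 0.974 within siTop3β, and at 0.972 to 0.976 between the groups. Replicates differed by more than sampling noise, with a chi-square per degree of freedom of 4.48 in siControl and 5.28 in siTop3β, so each was kept as a separate sample. Counts were normalized by edgeR's TMM method, and the 7029 genes that passed edgeR's expression filter were compared by its quasi-likelihood test with Benjamini-Hochberg adjustment. The paper used DESeq2 with shrunken fold changes. Gene length was taken as the whole span of a gene in the Ensembl release 115 annotation, which uses dm6 coordinates. The transcript targeted by the RNAi, Top3β (FBgn0026015, chromosome X from 6284138 to 6287990), had 70 and 57 counts in the siControl libraries and 57 and 71 in the libraries labelled siTop3β. Its normalized level was 16.3 ± 0.0401 CPM (SD, n = 2) in siControl and 17.7 ± 1.71 (SD, n = 2) in siTop3β, a log2 fold change of 0.13 (standard error 0.25, adjusted p = 0.957 from edgeR's quasi-likelihood test). The 95% interval of the siTop3β level ran from 77.5% to 154% of siControl, so a lower level of the target transcript was not seen in these nuclear RNA libraries, and the direction of each change rests on the libraries' labels. Libraries with the same replicate number did not deviate together from their group means (correlation -0.12 across genes). With the replicate number as a block, the log2 fold change of Top3β was 0.12. With the numbers crossed it was 0.13, a pairing added after seeing the data because that correlation was negative. Either block is balanced over the groups and hardly moves a fold change, so only the tests can respond to it.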

To test this hypothesis, we analyzed the transcriptome of PR neurons depleted for Top3β in *Rh1*‐*Gal4*>*UAS*‐*RNAi*; *UAS*‐*GFP^KASH^* flies at Day 30 using our NIE protocol. Differential expression analysis using DESeq2 between Top3β‐RNAi and control, revealed that expression of approximately 1% of genes was regulated by Top3β (66 out 6500, FDR < 0.05) (Figure 6a). 

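In the libraries labelled siTop3β, 85 of the 7029 genes tested (1.21%) differed from siControl at an adjusted p under 0.05 by edgeR's quasi-likelihood test. Of these, 58 were lower and 27 were higher, and 80 of the 85 changed by more than 1.5-fold. At an unadjusted p under 0.05 there were 639 genes. The 5 lower genes with the smallest p had log2 fold changes between -2.68 and -1.38. RapGAP1 (FBgn0264895, chromosome 2L from 7497805 to 7578980) fell from 208.2 ± 18.8 CPM in siControl to 49.1 ± 0.452 in siTop3β (SD, n = 2 each), a log2 fold change of -2.09 (standard error 0.15, adjusted p = 1.67e-10 from edgeR's quasi-likelihood test). The others were dpr21, CG12911, Hr38 and sqa. The count depended on the filter and on the test. Among the 6020 genes with at least 10 counts in every library, 138 genes passed the same threshold. The DESeq2 Wald test, run on 13144 genes of which 4253 had an adjusted p, called 51 genes, 43 lower and 8 higher, of which 36 lower and 8 higher genes were also called by edgeR. With the replicate number as a block (correlation of same-numbered libraries -0.12), 43 genes were lower and 17 higher. Under the crossed pairing, chosen after seeing the data, 131 were lower and 80 higher.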

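The span of the 58 genes lower in siTop3β had a median of 19.7 kb, against 5.63 kb for the 26 higher genes that have a span in the annotation and 3.51 kb for the 6903 unchanged genes. On the log2 scale the lower genes were longer than the unchanged genes by 2.49 (two-sided permutation test of the rank sum, p = 1e-05, the smallest that 100000 draws can give) and longer than the higher genes by 1.80 (p = 0.00061 from the same test). The higher genes were not distinguishable from the unchanged genes by span (difference 0.68, p = 0.4 from the same permutation test), a comparison added after seeing the data. They were longer, with p under 0.05, under 4 other settings: the DESeq2 Wald test (difference 1.74), upper quartile normalization (1.04), total counts only (1.21) and no filter (1.07). Most of the 13033 genes taken as unchanged with DESeq2 had no adjusted p and could not be called. Spans over 50 kb were found for 18 of the 58 lower genes (31.0%), 2 higher genes and 266 unchanged genes (3.85%). The lower genes were also more highly expressed, with a median log2 CPM of 6.86 against 3.84 for the unchanged genes. Against unchanged genes matched on mean expression, whose median span was 7.86 kb, the difference was 1.32. Permutation of the rank sum within 20 bins of expression, against all 6903 unchanged genes, gave p = 0.0019. That p does not test the matched difference itself, and expression can still differ within a bin. With exonic length in place of span the difference from the unchanged genes was 1.01. With the replicate number as a block (correlation of same-numbered libraries -0.12), the lower genes were longer than the unchanged genes by 3.15 and than the higher genes by 2.07, and under the crossed pairing, chosen after seeing the data, by 2.23 and 1.80. Across all 6987 tested genes with a span, log2 fold change had a Spearman rho of -0.126 with span, -0.134 with the block and -0.136 under the crossed pairing, and 0.0284 once mean expression was held. These are correlations across genes, which are not independent replicates. In the longest of 10 bins of span, the median log2 fold change was -0.13, and 25 of the 699 genes were lower.

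**Figure D1:**
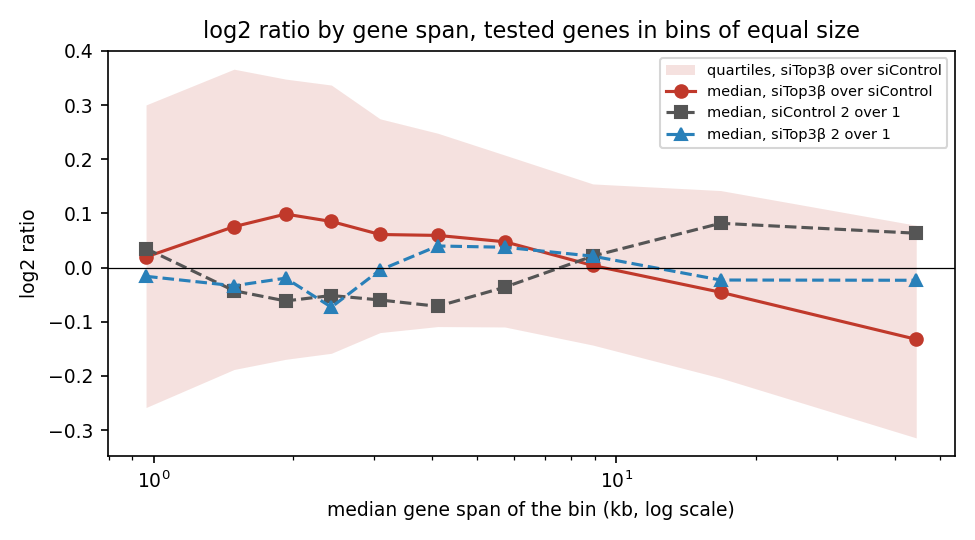
Median log2 ratio (vertical axis) of tested genes in 10 bins of gene span (horizontal axis, kb, log scale) for siTop3β over siControl, with the quartiles shaded, and between the 2 libraries of each group. The median between groups is -0.13 in the longest bin, where siControl replicate 2 over 1 is 0.06 and siTop3β replicate 2 over 1 is -0.02.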

Additionally, quantitative analysis of gene length based on whether a gene was differentially expressed in Top3β depleted PRs revealed, that genes with decreased expression were highly and significantly enriched for long genes relative to genes that either increased or did not change expression (Figure 6b). These data thus suggest that transcriptional regulation of long genes in the eye is particularly sensitive to decreased Top3β levels. Gene ontology (GO) enrichment analysis of all Top3β‐dependent genes revealed that genes with decreased expression were highly enriched for genes with neuronal functions as shown by the gene concept network analysis (Cnetplot) (Figure 6c). These genes included *Tenascin major* (*Ten*‐*m*; *FBgn0004449*) and *Tenascin accessory* (*Ten*‐*a*; *FBgn0267001*), which form a transmembrane heterodimer involved in synapsis regulation, *Tripartite motif containing 9* (*Trim9*; *FBgn0051721)*, a E3 ubiquitin ligase involved in neurogenesis, axon guidance, and eye development, and *knockout* (*ko*; *FBgn0020294)*, a storkhead‐box protein involved in axon guidance. 

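The gene ontology terms themselves were not analysed here. All 9 genes drawn in Figure 6c were lower in both libraries labelled siTop3β than in either siControl library, with an adjusted p under 0.05 by edgeR's quasi-likelihood test. Sema1a (FBgn0011259, chromosome 2L from 8542147 to 8672041) fell from 282.7 ± 4.45 CPM in siControl to 128.6 ± 3.64 in siTop3β (SD, n = 2 each), a log2 fold change of -1.14 (standard error 0.14, adjusted p = 2.06e-06 from edgeR's quasi-likelihood test). The gene that the paper calls hdc is listed as heca (FBgn0010113, chromosome 3R from 30277932 to 30372382), and its log2 fold change was -0.88. For fru, EcR and pros the log2 fold changes were -0.81, -0.74 and -0.69. The log2 fold change of Sema1a was -1.14 with the replicate number as a block (correlation of same-numbered libraries -0.12) and -1.14 under the crossed pairing chosen after seeing the data. A balanced block hardly moves a fold change, so these values do not test its stability. Chosen by the paper from these libraries, the genes of Figure 6c carry no independent information on the comparison.

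**Figure D2:**
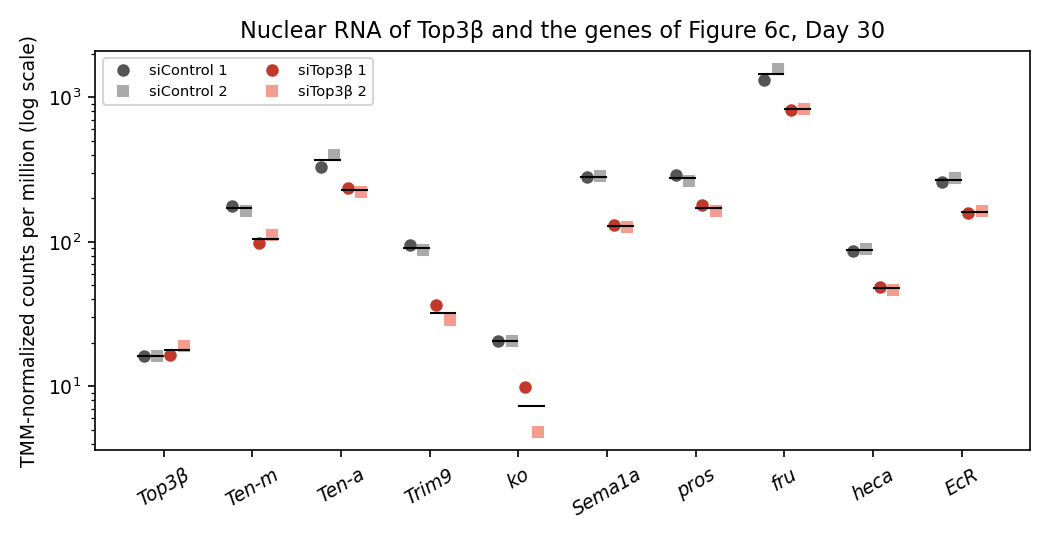
TMM-normalized CPM (vertical axis, log scale) of Top3β and the 9 genes of Figure 6c in the 4 libraries, with circles for replicate 1, squares for replicate 2 and a line at each group's mean. Each of the 9 genes is lower in both siTop3β libraries than in either siControl library, and Top3β is at 16.3 CPM in siControl and 17.7 in siTop3β.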

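Ten-m lies on chromosome 3L from 22293044 to 22407863 and had 170.2 ± 8.84 CPM in siControl and 104.4 ± 8.99 in siTop3β (SD, n = 2 each). Its log2 fold change was -0.70 (standard error 0.14, adjusted p = 0.00408 from edgeR's quasi-likelihood test). Ten-a, on chromosome X from 12043698 to 12335214, had 366.1 ± 48.8 and 229.0 ± 9.36 CPM, a log2 fold change of -0.68 (standard error 0.14, adjusted p = 0.00633 from the same edgeR test). Trim9, on chromosome 2L from 10544883 to 10628054, had 91.4 ± 5.40 and 32.4 ± 5.45 CPM and the log2 fold change -1.50 (standard error 0.17, adjusted p = 1.07e-06 from edgeR). The short gene CG34160 lies inside Trim9 on the same strand and was also lower, and how the counting treated reads shared by the genes is not stated. The fourth gene, ko, on chromosome 3L from 21075581 to 21131159, had the fewest counts, 88 and 72 in siControl and 34 and 18 in siTop3β. Its log2 fold change was -1.49 (standard error 0.31, adjusted p = 0.00633 from edgeR), and it was not called by the DESeq2 Wald test (adjusted p = 0.239) or with total counts only in edgeR (adjusted p = 0.105), where its adjusted p over all alternatives ran from 1.54e-05 to 0.239. Its shrunken log2 fold change, from DESeq2 with apeglm, was -0.05. With the replicate number as a block (correlation of same-numbered libraries -0.12), the log2 fold changes of Ten-m, Ten-a, Trim9 and ko were -0.71, -0.67, -1.50 and -1.52, and under the crossed pairing, chosen after seeing the data, -0.71, -0.67, -1.50 and -1.52. Either block, balanced over the groups, hardly moves a fold change. With each library left out in turn, the log2 fold change of ko ran from -2.09 to -1.09.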

Importantly, GO term analysis of up‐regulated genes did not lead to any significant biological category enrichment. Thus, our data show that in PR neurons, Top3β is required to maintain gene expression levels of long genes that are involved in neuronal function.

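The 27 genes that were higher in the libraries labelled siTop3β had a median log2 CPM of 4.17. CG6282 (FBgn0035914, chromosome 3L from 8604657 to 8617074) had 221.2 ± 17.3 CPM in siControl and 661.0 ± 112.3 in siTop3β (SD, n = 2 each), a log2 fold change of 1.58 (standard error 0.15, adjusted p = 4.57e-08 from edgeR's quasi-likelihood test). Strica (FBgn0033051, chromosome 2R from 6020311 to 6023144) had 12 and 14 counts in the siControl libraries and 87 and 106 in the siTop3β libraries, and its log2 fold change was 2.99 (standard error 0.31, adjusted p = 2.46e-07 from edgeR). The other 3 of the 5 higher genes with the smallest p were Rgk2, CG10936 and tapas, with log2 fold changes of 2.69, 2.14 and 0.88. Strica and tapas each overlap another tested gene on the opposite strand, and how the counting treated shared reads is not stated. For CG6282 and Strica, the replicate number as a block gave log2 fold changes of 1.57 and 2.98 (correlation of same-numbered libraries -0.12), and under the crossed pairing, chosen after seeing the data, 1.57 and 2.99. Both blocks are balanced over the groups and hardly move a fold change. Enrichment of ontology terms was not analysed here.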

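Of the genes called in the libraries labelled siTop3β, 29 lower and 8 higher genes were also called under each of 10 other settings of the test, normalization, filter, dispersion, replicate block and thresholds. An adjusted p under 0.1 is among these settings and could not drop a gene called at 0.05. From the span of the lower genes and the neuronal functions among them, the paper concludes that Top3β is needed to keep up the expression of long genes with neuronal functions.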

**FIGURE 6:**
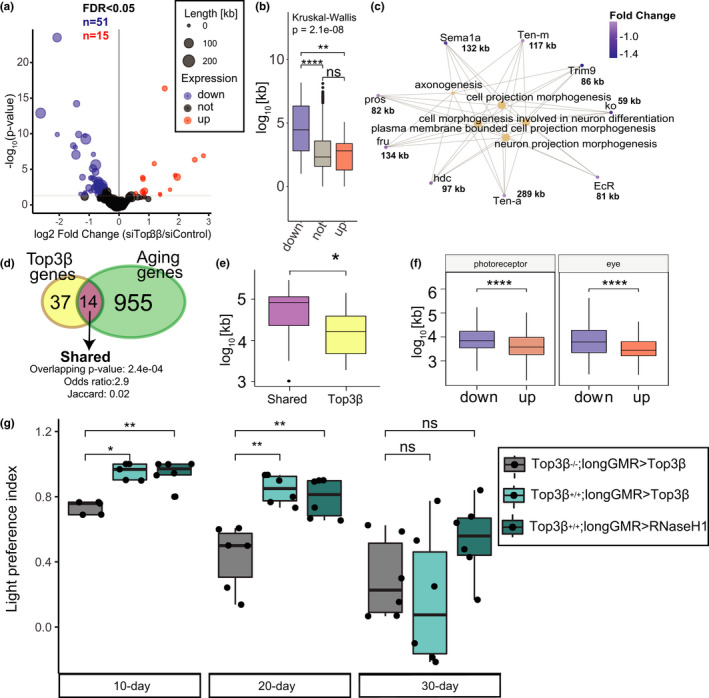
Top3β regulates expression of a subset of long genes associated with neuronal function in photoreceptors. (a) Volcano plot representing differentially expressed genes (DEGs) between siTop3β and siControl‐expressing photoreceptors at Day 30 post‐eclosion. DEGs obtained using DESeq2 (adjusted *p* value < 0.05, |FC| > 1.5). Size of each point reflect the gene length of the whole gene as defined as most upstream TSS and most downstream TTS. (b) Box plots showing the gene length (as log_2_‐transformed bp) for genes identified as down‐, up‐regulated or not regulated using DESeq2 in siTop3β photoreceptors relative to siControl (adjusted *p* value < 0.05, |FC| > 1.5). *p* Value obtained using Wilcoxon test. (c) Gene concept network analysis (Cnetplot) of genes down‐regulated in siTop3β photoreceptors relative to siControl. Gene length in kilobases is shown next to each gene. (d) Venn diagram representing the overlap of genes that were down‐regulated in either aging (D50 vs. D10) or upon loss of Top3β (siTop3β vs. siControl). Overlap significance is denoted as a “overlapping *p* value”, obtained with a hypergeometric test. Odds ratio and Jaccard index are measurements of similarity. (e) Box plots showing the gene length (as log_2_‐transformed bp) for genes in the overlap identified in (d) or genes that were regulated by Top3β but not during aging. *p* Value is obtained using Wilcoxon test. (f) Box plots showing the gene length (as log_10_‐transformed bp) for genes that were identified as down‐ or up‐regulated in either aging PRs (left) or eyes (right). Eye data was obtained from (Stegeman et al., 2018). (g) Box plots showing the light preference indices (positive phototaxis) for Top3β−/−; longGMR>Top3β, Top3β−/−; longGMR > Top3β, and longGRM > RNase H1 at Day 10, 20, and 30 post‐eclosion (6 biological replicates for sample; 29–31 male flies/experiment; total number of flies ~180). *p* Value obtained using Wilcoxon test

Next, we asked whether the expression of Top3β‐dependent genes was mis‐regulated during in aging PR neurons. To do this, we compared genes that were down‐regulated either during aging or upon depletion of Top3β. Venn diagram revealed that 30% of Top3β‐dependent genes were also down‐regulated during aging (“shared genes”), with the overlap being statistically significant (Figure 6d). 

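In the libraries labelled siTop3β, all 14 genes of Figure S5A had a negative log2 fold change and were lower in both libraries than in either siControl library. Of the 14, 12 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with adjustment over all tested genes, and all 14 did with adjustment over the list alone, which shows no stability because the list comes from the paper's own calls on these libraries. The exceptions were sunz (FBgn0037462, log2 fold change -0.53, standard error 0.14, adjusted p = 0.0613 from edgeR) and pyd (FBgn0262614, log2 fold change -0.49, standard error 0.15, adjusted p = 0.139 from edgeR). The DESeq2 Wald test called both, with adjusted p = 0.00653 for sunz and 0.0212 for pyd, and did not call Droj2 (adjusted p = 0.119). Over all alternatives the adjusted p from edgeR or DESeq2 ran from 0.00653 to 0.186 for sunz, from 0.0141 to 0.414 for pyd and from 0.00114 to 0.119 for Droj2. A block for the replicate number (correlation of same-numbered libraries -0.12) left 11 of the 14 genes called, Droj2 not among them, and 12 under the crossed pairing chosen after seeing the data. The largest fall after Trim9 was in CG8177, listed as Ae2 (FBgn0036043, chromosome 3L from 9763544 to 9786466), from 67.2 ± 3.16 to 27.0 ± 6.51 CPM (SD, n = 2 each), a log2 fold change of -1.32 (standard error 0.19, adjusted p = 6.47e-05 from edgeR). CG34383, listed as kmr, had -0.92 and CG4629 had -0.89. Eip75B, tei, Abl and Droj2 had log2 fold changes between -0.65 and -0.59. The median span of the 14 genes was 88.8 kb, and 8 of them were longer than 50 kb. Samples of the aging comparison were not used here.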

Further, individual inspection of these shared genes revealed that majority of them were long and showed similar changes in fold change expression during aging and Top3β depletion (Figure S5A). Thus, our data show that during aging, several long genes important for neuronal function decrease expression in a Top3β‐dependent manner. Further, age‐ and Top3β‐shared genes were significantly longer than Top3β‐dependent genes (Figure 6e), suggesting that expression of longer genes is particularly sensitive to loss of Top3β during aging. However, gene length analysis of genes differentially expressed during aging in PRs revealed that down‐regulated genes were significantly longer than up‐regulated genes (Figure 6f‐left). In addition, gene length analysis of our previously published RNA‐seq data from aging eyes of Rh1 > GFP^KASH^ flies (Stegeman et al., 2018) revealed a similar trend (Figure 6f‐right) indicating that expression of the long genes in the aging retina is particularly sensitive to dysregulation of molecular mechanisms that include Top3β.

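The 12 genes of Figure S5A that were called lower in siTop3β had a median span of 88.6 kb, against 14.5 kb for the other 46 lower genes. The difference on the log2 scale was 2.61 (two-sided permutation test of the rank sum, p = 0.0014). All 14 genes of Figure S5A had a median log2 CPM of 8.06, against 6.65 for the other 46 lower genes. The comparison was not matched on expression, and whether the other lower genes change with age was not examined. The difference was 1.56 with exonic length (p = 0.0092 from the same permutation test). It was 2.40 with the replicate number as a block (correlation of same-numbered libraries -0.12), and 2.71 under the crossed pairing chosen after seeing the data.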

Collectively, our data showed that Top3β is required to maintain expression of a specific subset of genes with neuronal function that tend to be very long and thus are most likely sensitive to loss of topoisomerase activity due to high levels of torsional stress. This suggests that during aging, proper levels of Top3β are required to maintain R‐loop homeostasis and expression of genes important for visual function.

### 2.7 Over‐expression of Top3β or RNase H1 enhances visual function during aging

To further validate the role of topoisomerase activity and maintenance of R‐loop homeostasis in visual function during aging, we over‐expressed either Top3β or human, nuclear‐localized, RNASE H1 in *Drosophila* eyes under the control of longGMR‐GAL4 driver, which induces high expression in PRs and assessed visual behavior using phototaxis in 10‐, 20‐, and 30‐day‐old flies. Importantly, we validated that RNASE H1 is expressed using qPCR and showed that bulk R‐loop levels are decreased upon expression of RNASE H1 relative to a no driver control (Figure S5B‐C‐D). In addition, we over‐expressed Top3β under control of longGMR in a Top3β null background (Top3β^−/−^; longGMR > Top3β). Our data showed that at Day 10, over‐expression of Top3β in the eyes of Top3β null flies resulted in similar light response as that of control flies (Rh1 > siControl, see Figure 5d) or longGMR > siControl flies (Stegeman et al., 2018) (Figure 6g‐File S2). Furthermore, Top3β^−/−^; longGMR > Top3β flies showed an age‐associated decrease in positive light response, which is consistent with control Rh1 > siControl flies (Figure 6g‐gray). Importantly, flies with Top3β over‐expression (Top3β^+/+^; longGMR > Top3β) showed an enhanced positive light response at either Day 10 or Day 20 (Figure 6g‐light blue), corroborating that proper levels of Top3β contribute to visual response in flies. Moreover, over‐expression of RNase H1 in *Drosophila* eyes (Top3β^+/+^; longGMR > RNase H1) showed enhanced visual response in 10‐ and 20‐day‐old flies as compared with control flies, similar to that of flies with Top3β over‐expression (Figure 6g). These data suggest that Top3β function and R‐loop resolution by RNase H1 contribute to proper visual function in *Drosophila*. Notably, qPCR analysis performed in flies with RNase H1 over‐expression showed no significant difference in Top3β transcript level as compared with that in wild type flies (Figure S5E—purple vs. blue) suggesting that the enhanced visual response in these flies is a result of increased R‐loop removal. However, all tested genotypes showed decreased positive phototaxis at 30 days post‐eclosion. Optical microscopy imaging of the eyes did not show any changes in the eye morphology in 30‐day‐old flies (Figure S5F) and over‐expression of Top3β using longGMR driver resulted in approximately 50% decrease in R‐loop levels in eyes from 10‐day‐old flies (Figure S5G, H). These data imply that additional aging mechanisms contribute to regulation of visual function in the eye, possibly including R‐loops accumulated as a result of aberrant expression of additional R‐loop metabolism‐associated factors.

## 3 DISCUSSION

While R‐loops were previously considered to be mere byproducts of transcription, it has been demonstrated that R‐loops play a significant physiological role in cellular biology of multiple organisms, including humans. Notably, there is a growing body of evidence that links R‐loop accumulation to transcriptional imbalance and genomic instability, two main hallmarks of aging (López‐Otín et al., 2013). Furthermore, dysregulation of R‐loop homeostasis has been linked to human pathologies, including neurodegeneration (Groh & Gromak, 2014). Since age is the main risk factor for many neurodegenerative diseases, our current study focused on characterizing the changes in R‐loop landscape induced during aging and evaluating the impact of R‐loops on the gene expression, specifically in *Drosophila* photoreceptor neurons.

Characterization of global R‐loop levels in aging PRs showed an increase in R‐loops by middle age, with an additional significant increase late in aging. To the best of our knowledge, this is the first published report demonstrating changes in R‐loop levels in a specific tissue during aging. To further evaluate the R‐loop distribution genome‐wide, we modified a recently published R‐loop mapping strategy, called MapR, coupled with high‐throughput sequencing that can be useful when material is limiting. In addition, given that this method involves incubation of isolated nuclei/cells with a recombinant mutant form of RNase H1 tethered with MNase and therefore does not require modification of the organismal genome, it is well‐suited for studies in whole animals. Using this approach, our data demonstrated that R‐loops covered approximately 10% of the *Drosophila* PR genome, which is similar to the reported genomic distribution of R‐loops in other organisms (Sanz et al., 2016; Wahba et al., 2016). Consistent with previous reports, R‐loops were associated with known genomic hotspots such as gene termini and specific genic features such as high GC content, gene length, and expression level. The aging transcriptomes of multiple organisms and cell types show a positive correlation between transcriptional down‐regulation and specific genic features, such as gene length and GC content (Stoeger et al., 2019), and R‐loops are known to play a key physiological role in transcription regulation due to their presence at promoters and terminators, where they regulate transcription initiation and termination, respectively (Niehrs & Luke, 2020). Thus, R‐loop accumulation over these genomic regions may be a conserved mechanism that contributes to gene expression regulation in multiple cell types, including neurons.

Further, we observed a significant increase in R‐loop signal over gene bodies and importantly, age‐associated broadening of R‐loop peak signal, suggesting that aging neurons accumulate R‐loops at higher rate or R‐loops are more persistent and potentially extend with age. Transcriptome of neurons is biased for longer transcript relative to non‐neuronal cell types (Zylka et al., 2015). Notably, long genes accumulate high topological stress during transcription and loss of topoisomerase activity has been shown to preferentially inhibit expression of (López‐Otín et al., 2013) long genes (King et al., 2013). Since age‐associated R‐loop gains were particularly localized at long and highly expressed genes, we sought to further explore the impact of decreased topoisomerase activity on the maintenance of photoreceptor neuron homeostasis. DNA/RNA topoisomerase Top3β dysfunction is associated with increased R‐loop levels in mammalian cells and mutations in Top3β are linked to neurological disorders, thus highlighting the critical role of Top3β in neuronal function (Joo et al., 2020). Importantly, Top3β protein levels decrease in aging *Drosophila* eyes (Hall et al., 2021). Here, we demonstrate that normal Top3β levels are important for maintenance of neuronal function, as shown by an age‐associated decrease in visual behavior upon photoreceptor‐specific down‐regulation of Top3β. In addition, depletion of Top3β in PRs leads to decreased expression of a subset of long genes with neuronal function. Moreover, genes down‐regulated during Top3β depletion contained higher R‐loop levels than genes down‐regulated during both aging and Top3β depletion (Figure S5I), suggesting that regulation of R‐loop homeostasis and expression of long genes in PR neurons are highly sensitive to loss of Top3β function. Moreover, Top3β or RNase H1 over‐expression in the eyes enhanced positive light response in flies and mitigated age‐dependent loss of visual function in middle‐aged flies. However, systematic and integrative studies should be used to characterize how processes associated with late aging impact the pathways associated with R‐loop homeostasis maintenance. Collectively, our data suggest that Top3β may function in regulation of gene expression and maintenance of R‐loop homeostasis in a subset of long genes required for neuronal function in aging photoreceptors. Thus, imbalance in R‐loop homeostasis during aging could make postmitotic neurons particularly susceptible to dysregulation of gene expression and loss of function leading to increased risk of age‐related neurodegeneration.

Aging is accompanied by elevated incidence of ocular diseases such as age‐related macular degeneration and glaucoma, which exhibit characteristics of neurodegenerative diseases including loss of function and irreversible neuronal cell loss. How does aging impacts development and progression of age‐associated chronic diseases is one of the key questions in the biology of aging. Our current studies demonstrate a novel finding that *Drosophila* photoreceptor neurons progressively accumulate R‐loops during aging, mostly at long and highly expressed genes. Importantly, integration of our transcriptomic and R‐loop mapping data shows that majority of genes that decrease expression in aging PRs accumulate R‐loops, thus suggesting that R‐loops could be involved in cell physiology of aging neurons via inhibition of gene expression. Moreover, persistent formation of R‐loops often leads to increased DNA damage, which is associated both with aging and neurodegeneration. Given that mutations in number of proteins involved in R‐loop biology are implicated in neurodegenerative disease, our studies suggest that both aging and neurodegeneration may be sensitive to dysfunction in similar pathways.

## 4 EXPERIMENTAL PROCEDURES

See Supporting Information.

## CONFLICT OF INTEREST

The authors declare that they have no competing interests.

## AUTHOR CONTRIBUTIONS

J.J‐L. performed all the NGS experiments, bioinformatics analysis, and figure generation. N.A.L. and V.M.W. assisted with data analysis. S. E. performed the phototaxis assay. A.N.E. and H.H. performed the slot blots and Western blots. J.J‐L. and H.H. wrote the manuscript with input from other authors. H.H. supervised the project and conceived the study.

## Supporting information

Supplementary materials Click here for additional data file.

File S1 Click here for additional data file.

File S2 Click here for additional data file.

Figure S1 Click here for additional data file.

Figure S2 Click here for additional data file.

Figure S3 Click here for additional data file.

Figure S4 Click here for additional data file.

Figure S5 Click here for additional data file.

## Data Availability

RNA‐seq expression data and MapR mapping data are accessible through Gene Expression Omnibus repository under series accession numbers GSE174488, GSE174491 and GSE174515, respectively.

# Supplementary material for: Proper control of R‐loop homeostasis is required for maintenance of gene expression and neuronal function during aging
**Source:** Aging Cell. 2022 Jan 20;21(2):e13554. doi: 10.1111/acel.13554
**Supplement:** Supplementary file 1 — Supplementary materials

**Supporting information**

**4.1 *Drosophila* strains and fly maintenance**

Flies were raised in 12:12 h light:dark cycle at 25°C on standard fly food (Lewis, 1960). The following strains were used in this study: UAS-GFP^KASH^ (BDSC#92580), Rh1-Gal4 (BDSC#8691), longGMR-Gal4 (Bloomington Stock #8605), UAS-Top3β-RNAi (BDSC #31480), w1118; Top3β^26^;UAS-Top3βWT (were a gift from Weidong Wang), UAS-mCherry-RNAi (Stegeman et al., 2018). For siRNA experiments, UAS-Dcr2 was introduced in each genotype (BDSC#24645). To generate the UAS-RNaseH1-V5 flies, we used ppyCAG_RNaseH1_WT plasmid (Addgene #111906) to amplify the *Homo sapiens* RNASEH1 gene, including nuclear localization signal and the V5-tag, and cloned it as an EcoRI/NotI fragment into pUAST-attB plasmid (Bischof et al., 2007). Transgenic flies were generated using φC31-mediated transformation by BestGene (CA). For aging experiments, flies were collected over three days post-eclosion and maintained in population cages with a density of ~1000 flies/cage with fresh fly food change every two days. Male flies were aged to the specified age, collected and flash-frozen in liquid nitrogen at Zeitgeber time 6 (-/+ 1 hour).

**4.2 Nuclei Immuno-Enrichment (NIE) protocol**

NIE was performed as described previously (Jauregui-Lozano, 2021). Detailed protocol can be found at dx.doi.org/10.17504/protocols.io.buiqnudw. High-throughput experiments were done with three independent biological replicates, with each replicate consisting of 200-400 age matched male flies.

**4.3 Slot blot and Western blot**

DNA was extracted using Quick DNA MiniPrep Plus Kit (Zymo Research, Catalog #D4068) following the instructions for tissue homogenization. DNA concentration was measured using Qubit dsDNA settings. 35-50 ng of DNA was loaded on a Hybod-N^+^ membrane (GE Healthcare, Catalog #RPN119B) using slot blot apparatus. After drying, the membrane was blocked using 5% milk in PBST, then incubated with anti-S9.6 antibody in PBST (Millipore Sigma, Catalog # MABE1095), followed by goat anti-mouse HRP antibody (BioRad, Catalog *#170-6516*). For loading control, membranes were denatured in 0.5 M NaOH, 1.5 M NaCl for 10 min at RT, followed by 10 min-wash in PBST and neutralized in 1.5 M NaCl, 0.5 M TrisCl for 10 min at RT. The membrane was then washed with PBST for 10 min, blocked in 5% milk PBST for 30 min, and incubated with mouse anti single-stranded DNA antibody (MilliporeSigma, Catalog #MAB3034), followed by goat-anti-mouse HRP antibody (BioRad, Catalog *#170-6516*). To test the S9.6 antibody specificity, half of the DNA samples were treated with RNase H enzyme (NEB, Catalog #M0297S -10U) at 37^o^C for at least 3 HR or over/night. Western blotting analysis was performed using 50 µg of whole cell extract protein from larvae using the following antibodies: anti-V5-HRP (ThermoFisherScientific, Catalog #MA5-15367) and anti-actin (GeneTex; Catalog #GTX629630).

**4.4 GST-ΔRh-MNase and GST-MNase protein purification**

Protein overexpression and purification were performed as described previously (Yan & Sarma 2020). *Protein overexpression:* BL21 (DE3) competent *E. coli* cells (NEB, Ipswich, MA, Catalog #C2527H) were transformed with 10 ng of either pGEX-6p-1-GST-MNase or pGEX-6p-1-GST-ΔRNH-MNase plasmid (Addgene, Watertown, MA, Catalog #136291 and 136292, respectively). Transformed bacteria were grown in 500 mL of standard LB media (*LB (Luria-Bertani) Liquid Medium*, n.d.) supplemented with 100 μM Carbenicillin at 37^o^C. Once optical density reached 0.5 at 600 nm, protein expression was induced with 1 mM IPTG and cultures were grown at 37°C for additional 3 hours under constant rotation. Cells were pelleted using at 4ºC, 8000 RPM for 10 minutes. *Protein purification:* Bacterial pellets were resuspended in ice-cold 1X PBS buffer (ThermoFisher, Waltham, MA, Catalog #70011-044) and sonicated using a Branson Digital Sonifier in five 15sec-45sec ON/OFF cycles. Pierce™ Glutathione Magnetic Agarose Beads (Thermo Fisher, Catalog #78601) were used to purify GST-tagged MNase and RNAseH-MNase recombinant proteins according to manufacturer’s instructions.

**4.5 Modified MapR**

To profile genome-wide distribution of R-loops, we followed the MapR protocol (Yan et al., 2019) with some modifications according to the improved CUT&RUN protocol to decrease background MNase cleavage and digestion (Meers et al., 2019). Briefly, isolated nuclei were washed with 1 mL of Digitonin-containing wash buffer (20 mM HEPES-NaOH, 150 mM NaCl, 0.5 mM Spermidine, 0.02% Digitonin) freshly supplemented with EDTA-free cOmplete protease inhibitors (Sigma-Aldrich, St. Louis, MO, Catalog #11873580001). Nuclei were resuspended in 150 µl of Digitonin-containing wash buffer and 1 µM GST-ΔRh-MNAse or GST-MNase was added to a final concentration followed by one-hour incubation at 4°C with constant rotation. Nuclei were washed three times with 500 uL Digitonin-containing wash buffer, then washed one time with 1 mL of Low-Salt Rinse Buffer (20 mM HEPES, pH7.5, 0.5 mM spermidine, 0.05% Digitonin) freshly supplemented with EDTA-free complete protease inhibitor. Nuclei were resuspended in 200 µL of ice-cold calcium containing Incubation buffer (3.5 mM HEPES pH 7.5, 10 mM CaCl2, 0.05% Digitonin) and placed on wet ice for 60 seconds. Upon removal of supernatant, nuclei were resuspended in 150 µL of EGTA-STOP buffer (170 mM NaCl, 20 mM EGTA, 0.05% Digitonin, 20 µg/ml glycogen, 25 µg/ml RNase A), followed by 30-minute incubation at 37°C. DNA was extracted using Quick-DNA Microprep Kit (Zymo Research, Irvine, CA, Catalog #D4074). DNA was quantified with Qubit 1X HS DNA (ThermoScientific, Catalog#Q33203) and 2 ng of purified DNA was used to make sequencing libraries with Tecan Ovation Ultralow V2 DNA-Seq Library Preparation Kit-Unique Dual Indexes (Tecan, Switzerland, Catalog #9149-A01). Up to 16 libraries were pooled in one lane for paired-end 150 bp Illumina HiSeq sequencing.

**4.6 RNA-seq**

Isolated nuclei were resuspended in 100 μL TRI reagent (Zymo Research, Irvine CA, Catalog #R2050-1-200) and incubated at RT for 1 hour, followed by RNA extraction using the Direct-zol™ RNA Microprep (Zymo Research, Catalog #R2061). Purified RNA was quantified with the Qubit™ RNA HS Assay Kit (ThermoFisher, Catalog #Q32852) as per the manufacturers’ instructions**.** cDNA libraries were prepared with 10 ng of nuclear RNA using Ovation SoLo RNA-seq System including *Drosophila*-specific anyDeplete technology for rRNA depletion (Tecan, Redwood City, CA, Catalog #0502-32). Up to 16 libraries were pooled in one lane for paired-end 150 bp Illumina HiSeq sequencing.

**4.7 Quantitative PCR (qRT-PCR)**

cDNA was synthesized using 150-300 ng of RNA using EpiScript RNase H- Reverse Transcriptase (Lucigen, Middleton, WI, Catalog #ERT12910K). qRT-PCR was performed using Bullseye EvaGreen qPCR 2X master mix-ROX (Midsci, Valley Park, MO, Catalog #BEQPCR-R) or PR1MA qMAX Green qPCR mix No ROX (Midsci, Valley Park, MO, Catalog #PR2000-N-100) and using the following primers for *eIF-1a* forward 5'-GCTGGGCAACGGTCGTCTGGAGGC-3' and reverse 5'-CGTCTTCAGGTTCCTGGCCTCGTCCGG-3'; for *Top3β* forward 5'-GAATGGGCGCGCGGTCGGGTC-3' and reverse 5'-CGCATCAGTTCGACGGTGTTCAGTGCC-3', and for *RNaseH1 forward* 5’-AGGCATTAGACTTCCTGGGC-3’ and *reverse* 5’- TCCCTGCACTTGTCTTCCAC-3’.

**4.8 Optic Neutralization**

Flies were anesthetized on a CO_2_ pad and glued to a glass slide. Live rhabdomeres were imaged using brightfield light microscopy in an Olympus BX51 microscope, as described previously (Stegeman et al., 2018).

**4.9 Bioinformatic analysis**

Raw reads were trimmed using Trimmomatic version 0.39 (Bolger et al., 2014) to filter out low quality reads (Q>30) and clean adapter reads. Cleaned reads were aligned to the *Drosophila melanogaster* genome (BDGP Release 6 + ISO1 MT/dm6 from UCSC) using splicing-aware aligner STAR version 1.3 (Dobin et al., 2013) for RNA-seq and Bowtie2 version 2.3.5.1 (Langmead & Salzberg, 2012) for MapR using –sensitive settings. Samtools version 1.8 (Li et al., 2009) was used to obtain, sort and index BAM files. For genome browser inspection as well as further analyses, bigwig files were generated by normalizing datasets to count-per-million CPM coverage tracks with *deepTools* version 3.1.1 (Ramírez et al., 2014) using *--normalizeUsing CPM* settings. Spearman’s correlation scores were calculated using subpackages *multiBigwigSummary* and *plotCorrelation* as part of deepTools*.* Metaplots and genomic distribution heatmaps were generated with *computeMatrix, plotHeatmap* and *plotProfile* deepTool subpackages. MapR narrow peaks were obtained using MACS2 version 2.1.2 (Zhang et al., 2008) with standard settings. Peak overlap and genomic distribution of peaks was determined using R package ChIPseeker (v1.26.2) (Yu et al., 2015) and Homer (v4.11) Quantitative peak analysis was performed using GenomicRanges (v1.42.0) (Lawrence et al., 2013), csaw (v1.24.3) (Lun & Smyth, 2016) and edgeR (v3.13) (Robinson et al., 2010). R analysis was run in RStudio (v1.4.1106). Differential gene expression (DGE) analysis was performed using DESeq2 (Love et al., 2014). To increase the stringency of analysis, we generated shrunk fold change estimates within DESeq2 using the lfcShrink function (Zhu et al., 2019). DRIP-seq bigwig files from Drosophila embryos were downloaded from Gene Expression Omnibus GSE127329 (Alecki et al., 2020). Hierarchical clustering of gene expression and heatmaps were obtained using r package pheatmap (v1.0.12). Gene Ontology analysis was performed using clusterProfiler (v3.18.1). Gene overlap significance was calculated using GeneOverlap (v1.26.0). Mass Spectrometry counts for Top3β in the aging *Drosophila* eye were obtained from ProteomeXchange accession number PXD027090 (Hall et al., 2021). To obtain length-normalized R-loop signal over gene bodies, we calculated the total counts-per-million for each gene and divided by its length. We note that this approach then takes into accounts the reads that fell in as many peaks as obtained using the peak-calling algorithm.

**4.10 Phototaxis**

Phototaxis assay was performed as previously described (Stegeman et al., 2018). Briefly, 30 male flies were placed in a vial, tapped down and placed into the opening of the Maze apparatus. After letting them adjust to the darkness for 10 min, flies were given 30 seconds to choose between light and dark vial. Light preference index was then calculated as the proportion of flies that chose light minus the proportion of flies that chose dark. Flies were scored blindly.

**4.12 RNaseH treatment of NIE-purified nuclei**

Photoreceptor nuclei were purified using the NIE approach as described above, washed twice with 1X Dig-wash buffer, then resuspended in 45 uL of 1X Dig-wash buffer, and 5 uL of 10X RhBuffer. 4 uL (20U) of RNaseH (NEB, Catalog# M0297) enzyme was added and reaction was incubated for three hours at room temperature with constant rotation.

**4.13 Graph plots**

Bar-plots were generated using the R packages ggplot2 (v3.3.3) and ggpubr (v.0.4.0), and scripts used for RNA-seq analysis and plot generation are available upon request

**REFERENCES**

Alecki, C., Chiwara, V., Sanz, L. A., Grau, D., Arias Pérez, O., Boulier, E. L., Armache, K.-J., Chédin, F., & Francis, N. J. (2020). RNA-DNA strand exchange by the Drosophila Polycomb complex PRC2. *Nature Communications*, *11*(1), 1781. https://doi.org/10.1038/s41467-020-15609-x

Bischof, J., Maeda, R. K., Hediger, M., Karch, F., & Basler, K. (2007). An optimized transgenesis system for Drosophila using germ-line-specific φC31 integrases. *Proceedings of the National Academy of Sciences*, *104*(9), 3312–3317. https://doi.org/10.1073/pnas.0611511104

Bolger, A. M., Lohse, M., & Usadel, B. (2014). Trimmomatic: A flexible trimmer for Illumina sequence data. *Bioinformatics*, *30*(15), 2114–2120. https://doi.org/10.1093/bioinformatics/btu170

Dobin, A., Davis, C. A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., & Gingeras, T. R. (2013). STAR: Ultrafast universal RNA-seq aligner. *Bioinformatics*, *29*(1), 15–21. https://doi.org/10.1093/bioinformatics/bts635

Hall, H., Cooper, B. R., Qi, G., Wijeratne, A. B., Mosley, A. L., & Weake, V. M. (2021). Quantitative Proteomic and Metabolomic Profiling Reveals Altered Mitochondrial Metabolism and Folate Biosynthesis Pathways in the Aging Drosophila Eye. *Molecular & Cellular Proteomics : MCP*, *20*, 100127. https://doi.org/10.1016/j.mcpro.2021.100127

Langmead, B., & Salzberg, S. L. (2012). Fast gapped-read alignment with Bowtie 2. *Nature Methods*, *9*(4), 357–359. https://doi.org/10.1038/nmeth.1923

Lawrence, M., Huber, W., Pagès, H., Aboyoun, P., Carlson, M., Gentleman, R., Morgan, M. T., & Carey, V. J. (2013). Software for Computing and Annotating Genomic Ranges. *PLOS Computational Biology*, *9*(8), e1003118. https://doi.org/10.1371/journal.pcbi.1003118

*LB (Luria-Bertani) liquid medium*. (n.d.). Retrieved March 16, 2021, from http://cshprotocols.cshlp.org/content/2006/1/pdb.rec8141.full?text_only=

Lewis, E. (1960). A new standard food medium. *Drosophila Information Service*, *34*(117), 1–55.

Li, H., Handsaker, B., Wysoker, A., Fennell, T., Ruan, J., Homer, N., Marth, G., Abecasis, G., & Durbin, R. (2009). The Sequence Alignment/Map format and SAMtools. *Bioinformatics*, *25*(16), 2078–2079. https://doi.org/10.1093/bioinformatics/btp352

Love, M. I., Huber, W., & Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biology*, *15*(12), 550. https://doi.org/10.1186/s13059-014-0550-8

Lun, A. T. L., & Smyth, G. K. (2016). csaw: A Bioconductor package for differential binding analysis of ChIP-seq data using sliding windows. *Nucleic Acids Research*, *44*(5), e45. https://doi.org/10.1093/nar/gkv1191

Ma, J., & Weake, V. M. (2014). Affinity-based Isolation of Tagged Nuclei from Drosophila Tissues for Gene Expression Analysis. *JoVE (Journal of Visualized Experiments)*, *85*, e51418. https://doi.org/10.3791/51418

Meers, M. P., Bryson, T. D., Henikoff, J. G., & Henikoff, S. (2019). Improved CUT&RUN chromatin profiling tools. *ELife*, *8*, e46314. https://doi.org/10.7554/eLife.46314

Ramírez, F., Dündar, F., Diehl, S., Grüning, B. A., & Manke, T. (2014). deepTools: A flexible platform for exploring deep-sequencing data. *Nucleic Acids Research*, *42*(Web Server issue), W187–W191. https://doi.org/10.1093/nar/gku365

Robinson, M. D., McCarthy, D. J., & Smyth, G. K. (2010). edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics*, *26*(1), 139–140. https://doi.org/10.1093/bioinformatics/btp616

Stegeman, R., Hall, H., Escobedo, S. E., Chang, H. C., & Weake, V. M. (2018). Proper splicing contributes to visual function in the aging Drosophila eye. *Aging Cell*, *17*(5), e12817. https://doi.org/10.1111/acel.12817

Yan, Q., & Sarma, K. (2020). MapR: A Method for Identifying Native R-Loops Genome Wide. *Current Protocols in Molecular Biology*, *130*(1), e113. https://doi.org/10.1002/cpmb.113

Yan, Q., Shields, E. J., Bonasio, R., & Sarma, K. (2019). Mapping Native R-Loops Genome-wide Using a Targeted Nuclease Approach. *Cell Reports*, *29*(5), 1369-1380.e5. https://doi.org/10.1016/j.celrep.2019.09.052

Yu, G., Wang, L.-G., & He, Q.-Y. (2015). ChIPseeker: An R/Bioconductor package for ChIP peak annotation, comparison and visualization. *Bioinformatics*, *31*(14), 2382–2383. https://doi.org/10.1093/bioinformatics/btv145

Zhang, Y., Liu, T., Meyer, C. A., Eeckhoute, J., Johnson, D. S., Bernstein, B. E., Nusbaum, C., Myers, R. M., Brown, M., Li, W., & Liu, X. S. (2008). Model-based analysis of ChIP-Seq (MACS). *Genome Biology*, *9*(9), R137. https://doi.org/10.1186/gb-2008-9-9-r137

Zhu, A., Ibrahim, J. G., & Love, M. I. (2019). Heavy-tailed prior distributions for sequence count data: Removing the noise and preserving large differences. *Bioinformatics*, *35*(12), 2084–2092. https://doi.org/10.1093/bioinformatics/bty895

**SUPPLEMENTAL FIGURE LEGENDS**

**Supplemental Figure 1.**

(a) Aging optic neutralization time course of Rh1>GFP^KASH^ and Rh1>mCherry-RNAi, Rh1>GFP^KASH^, male flies at day 10, 20, 30, 40, and 50 post-eclosion. Retinal degeneration (RD) scores were obtained by blindly quantifying 5 biological replicates per genotype.

**Supplemental Figure 2.**

(a) Metaplot of CPM-normalized MapR signal over gene bodies for all genes comparing the standard (Yan et al., 2019) and modified MapR protocol (current study) when protocol is performed using *Drosophila* photoreceptor nuclei.

(b) Metaplot of CPM-normalized MapR signal over gene bodies in HEK293T cells, originally from (Yan & Sarma, 2020).

(c) Metaplot of RPKM-normalized DRIP-seq signal in *Drosophila* 2-6h embryos, originally from (Alecki et al., 2020).

(d) Heatmaps of MapR signal from one biological replicate at day 10, when normalized using standard CPM (left) or normalizing to the CPM values obtained from RNaseH1-treated nuclei (right).

(e) Tape station profile from NIE-purified nuclei followed by treatment with ΔRH-MNase (orange trace) or MNase as negative control (blue trace). L/H.M.W. = Low/High Molecular Weight.

(f) Number of MapR peaks called using MACS2 based on sequencing depth. Bam file is down-sampled to 1, 5, 10, 20, 40 and 50 million mapped fragments and peaks are called.

(g) Fraction of Reads in Peaks (FRiP) scores for Aging MapR samples. Scores above 0.3 are commonly associated with high quality ChIP-seq datasets as defined my modENCODE standards.

(h) Genomic distribution of Aging MapR peaks. Promoter is defined as the region -2/+2 kb around TSS defined by RefSeq.

**Supplemental Figure 3.**

(a) Genomic browser inspection of two exemplar genes that showed an early decrease (left) or late increase (right) of R-loops during aging.

(b) Violin plots showing the R-loop peak width distribution for each age timepoint. Black line is placed at the calculated mean for peak width at day 10.

**Supplemental Figure 4.**

(a) Abundance and normalized abundance scores for Top3β-associated peptides (Hall et al., 2021) used to generate Figure 5A.

(b) Bar plots of quantitative PCR validating the downregulation of Top3β upon ubiquitous expression of an siRNA (BDSC#31480). p-value is obtained using t-test, (n=3).

**Supplemental Figure 5.**

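In the table of Figure S5A, the size column holds the whole span of each gene, exons and introns together. In the Ensembl release 115 annotation the span is 113.7 kb for Eip75B, 291.5 kb for Ten-a, 104.8 kb for pyd and 1.03 kb for sunz. The remaining columns are log2 fold changes from separate experiments, and of these only siTop3β against siControl was analysed here.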

(a) Table showing the genes identified in the overlap from (Figure 6D), with the corresponding length and log_2_-transformed fold changes in gene expression identified in either aging (D50 vs D10) or upon loss of Top3β (siTop3β vs siControl).

(b) Bar plots of quantitative PCR analyzing transcript levels of RNaseH1 in longGMR>RNaseH1 (orange) or +;UAS-RNaseH1 (black) heads. p-value is obtained using t-test, (n=3).

(c) Western blot of TubP>RNaseH1 or UAS-RNaseH1 larvae.

(d) Slot blot analysis of R-loop levels from 3^rd^ instar TubP>RNaseH1 (referred as RNaseH1) or TubP>LacZ (referred as Control) larvae. Samples were treated with (right) or without (left) RNase H1. Slot blots were performed using anti-S9.6 antibody (top) and anti-ssDNA for loading control (bottom).

(e) Bar plots of quantitative PCR analyzing transcript levels of Top3β in different samples as shown by the legend. p-values are obtained using t-test, (n=3).

(f) Representative images of eyes for genotypes tested in phototaxis (Figure 7) taken at 30-day old (n=3).

(g) Slot blot analysis of R-loop levels from eyes of 10-day old flies over-expressing Top3β using longGMR driver (referred as Top3β O.E.), and control (referred as Top3β K.O). Slot blots were performed using anti-S9.6 and anti-ssDNA antibodies.

(h) Quantification of S9.6 slot blot signal in eyes from (g). Mean +/- Standard Deviation (SD). p-value is obtained using t-test, (n=2).

(i) Relative R-loop signal normalized to gene length of Top3β genes and shared genes from Fig. 6d. p-value is obtained using Wilcoxon test.

# Supplementary material for: Proper control of R‐loop homeostasis is required for maintenance of gene expression and neuronal function during aging
**Source:** Aging Cell. 2022 Jan 20;21(2):e13554. doi: 10.1111/acel.13554
**Supplement:** Supplementary file 8 — Figure S5

**A**

| Name    | Size (kb) | Aging | Top3 $\beta$ |
|---------|-----------|-------|--------------|
| Eip75B  | 113.7     | -0.58 | -0.83        |
| CG34383 | 49.5      | -0.87 | -1.29        |
| sunz    | 1.0       | -0.47 | -0.74        |
| CG8177  | 22.9      | -1.22 | -0.81        |
| Droj2   | 3.2       | -0.49 | -0.42        |
| CG4629  | 19.4      | -0.83 | -1.38        |
| pyd     | 104.8     | -0.43 | -1.75        |
| Ten-a   | 291.5     | -0.61 | -0.48        |
| fru     | 131.3     | -0.78 | -1.07        |
| Ten-m   | 114.8     | -0.62 | -0.69        |
| Abl     | 32.0      | -0.51 | -0.45        |
| hdc     | 94.5      | -0.78 | -1.20        |
| Trim9   | 83.2      | -1.44 | -0.99        |
| tei     | 126.3     | -0.57 | -0.96        |

**B**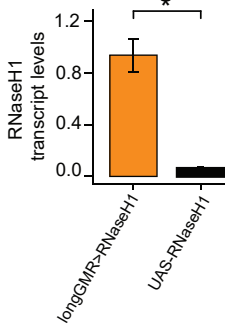**C**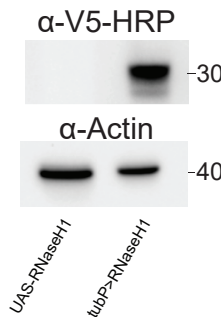**D**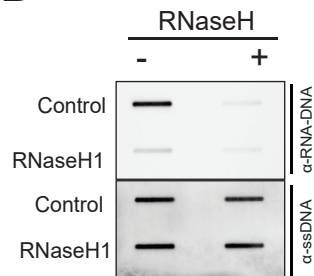**E**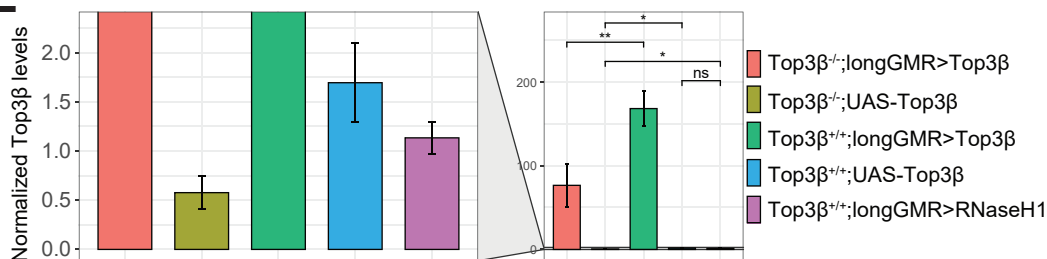**F**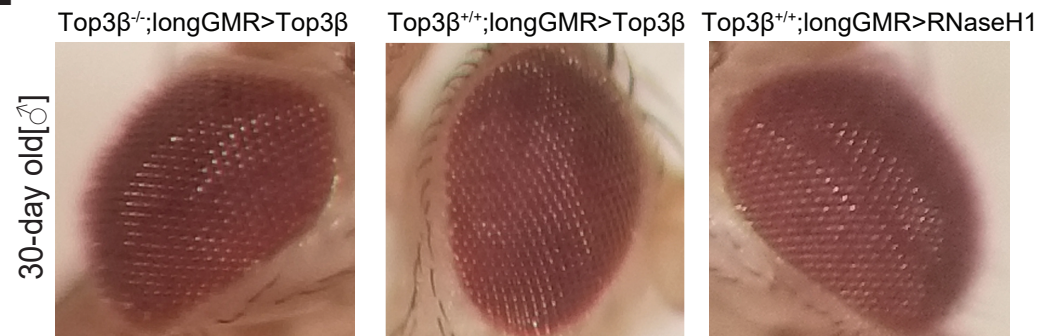**G**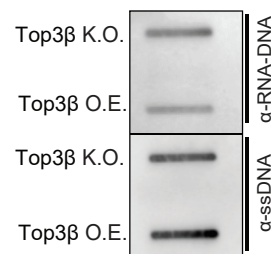**H**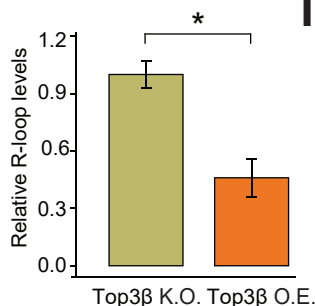**I**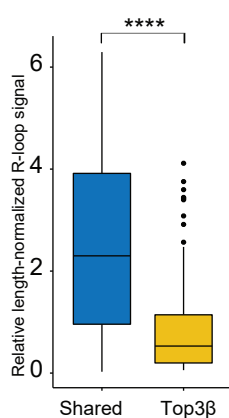

Top3 $\beta$ +/+;UAS-Top3 $\beta$   
(Top3 $\beta$  K.O.)

Top3 $\beta$ +/+;longGMR>Top3 $\beta$   
(Top3 $\beta$  O.E.)

How the deposited data were processed for this re-analysis (not part of the article)

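Nuclear RNA of Rh1-Gal4 photoreceptors at Day 30 was measured in 2 siControl and 2 siTop3β libraries, mapped from the sample labels and the paper. The authors trimmed the reads with Trimmomatic, aligned them to dm6 with STAR and deposited raw counts per gene for 13929 genes. The tool and annotation behind the counts are not named in the paper's text, so whether intronic reads, strand or reads with several alignments were counted is unknown. Library totals ran from 3239201 to 4267208 counts. The supplementary methods describe a larger number of replicates for high-throughput experiments in general, and no n is given for this one.

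From the deposited counts, edgeR 4.0.16 in R 4.3.3 was used with TMM normalization, its expression filter (7029 genes) and the robust quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05. The design had no replicate block. The standard error of a log2 fold change was derived from the test statistic. DESeq2 1.42.0 with apeglm 1.24.0 gave alternative fits. Gene spans, exonic lengths and coordinates came from the Ensembl release 115 annotation, which covered 13866 of the 13929 gene identifiers and 6987 of the 7029 tested genes. Gene length was compared by permutation of rank sums with 100000 draws, and gene lists by their median's percentile among 10000 random lists matched on mean expression, in Python 3.11 with scipy. Counting error alone is covered by floors of 3 counts.

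The test was checked on simulated counts with 200 changed genes and the same dispersion, 0.0178, for every gene. At a 3-fold change 174 of them were recovered with 10 false calls among 7119 genes, at 2-fold 94 with 6 false calls among 7095 genes, and at 1.5-fold 0 were recovered among 7100 genes. The length test was checked on 20 random sets of 50 genes, of which 2 had a p under 0.05 with no shift and all 20 with a shift of 1 on the log2 scale. The calculations on gene lists and neighbouring genes were not checked on simulated data.

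Named in the text are Top3β, every gene the paper names for this experiment, and the 5 genes with the smallest p in each direction among those past the threshold whose groups do not overlap. Marker and heat-shock genes are given as lists, by their medians and percentiles, and most of their members are not named. CG34160, ey, Hsp83, stv, Hsp70Aa, Hsp110 and Stip1 were chosen after their values were seen. Replicate numbers come from the sample labels, and nothing in the paper pairs the libraries. Libraries with the same number had a correlation of -0.12 in their deviations from the group means. Normalization, the filter on low counts, the test, dispersion, thresholds, the block, the length measure and single replicates were varied, with choices fixed before the data were examined except where stated. GC content, ontology terms, the aging libraries and R-loop data were not used here.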

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

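The tests of silent genes below were chosen after the results were seen.

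The paper names none of the 27 genes higher in the libraries labelled siTop3β, which stood out as a signal in genes it does not discuss. The number was unstable, with 8 genes called under every alternative fixed in advance. No explanation was tested for these genes alone, and the test of neighbouring genes below takes lower and higher genes together. Several of the higher genes lie inside another tested gene, on the opposite strand. Whether strand was used in counting is unknown, so reads shared with those genes are not excluded. All 27 were higher in siTop3β replicate 2 than in both siControl libraries, so their direction does not rest on siTop3β replicate 1 alone. The groups were also apart for all 58 lower genes, so the calling itself favours such an outcome. Whether siTop3β replicate 1 added to the number of higher genes was not tested.

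Counts on otherwise silent genes stood out in siTop3β replicate 1. Of 4162 protein-coding genes with at most 3 counts in the other libraries together, 77.1% had a count there. The same share was 18.9% and 18.6% in siControl replicates 1 and 2 and 12.4% in siTop3β replicate 2, each over the genes silent in the other 3 libraries. These counts made up 0.413% of the library. If genomic DNA were the source, X-linked genes of these males would have a lower rate than autosomal ones, near 0.5 of it. The ratio per exonic kb was 0.568 with a 95% bootstrap interval over genes from 0.498 to 0.655, which is consistent with genomic DNA, while in the other libraries the intervals were wide, from 0.546 to 1.04, 0.566 to 1.00 and 0.794 to 1.46. Broad low-level transcription of autosomal genes was not tested, so the source remains a hypothesis, and with 1 library it cannot be tied to the RNAi.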

How the results depend on the processing

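Of the 58 lower and 27 higher genes, 29 and 8 were called under each of the 10 alternatives of test, normalization, filter, dispersion, block and threshold fixed before the data were examined. The alternative of an adjusted p under 0.1 could not drop a called gene. The total of 85 became 51 with the DESeq2 Wald test (8 higher), 138 with at least 10 counts in every library (94 lower, 44 higher) and 134 at an adjusted p under 0.1 (90 lower, 44 higher). The higher genes numbered 42 with no filter and 17 with total counts only. The causes were not tested. The other split that parts same-numbered libraries (siControl 1 with siTop3β 2) gave 5 genes past the threshold (381 at an unadjusted p under 0.05, against 639 for the real groups), and replicates 1 against 2, which parts none, gave 0 (154 genes at an unadjusted p under 0.05). With 3 splits in all, no share under 0.05 is possible. Counts and length comparisons have no leave-one-out values, since no calls were made where an arm had 1 library. Whether they hold without a given library is therefore not known.

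Same-numbered libraries had a correlation of -0.12, so the block was fitted both ways. With the replicate block 60 genes changed, 43 lower and 17 higher. With the crossed pairing, chosen after seeing the data, 211 changed, 131 lower and 80 higher. For Top3β the log2 fold change was 0.12 under the replicate block and 0.13 under the crossed pairing. The median of the markers of other neurons was -0.21 and -0.22. Fold changes hardly move under a balanced block, so these values do not test stability.

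The lower genes were longer than the unchanged and the higher genes, with p under 0.05 under every alternative run for each. The shared genes were longer than the other lower genes in the same way. Only the comparison of lower with unchanged genes was also run with expression taken into account. The difference from unchanged genes ran from 1.01 (exonic length) to 3.81 (DESeq2). With DESeq2, 13033 genes were taken as unchanged. Only 4253 of all its genes had an adjusted p, so most of the unchanged ones could not be called. At first the higher genes did not have a p under 0.05 against unchanged genes. They did with the DESeq2 Wald test (1.74), upper quartile normalization (1.04), total counts only (1.21) and no filter (1.07). With no filter the higher genes were not longer than before (4.67 kb against 5.63 kb), and the difference rose because the median of the unchanged genes fell from 3.51 kb to 2.22 kb. The DESeq2 Wald test also had 2.22 kb for the unchanged genes, with 7.41 kb for its 8 higher genes. With upper quartile normalization and with total counts only, the median of the unchanged genes stayed at 3.51 kb. The median of the higher genes rose to 7.22 kb and 8.09 kb, so there the difference rose through the set of higher genes called. The rho of log2 fold change with span was -0.258 with no filter and 0.0284 given mean expression, and the cause of the shift with no filter was not tested. Expression itself had a rho of 0.538 with span. The rho of log2 fold change ran from -0.143 to -0.0565 across the fits that each left out one replicate.

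The log2 fold change of Top3β ran from -0.0174 to 0.220 with one replicate left out, and its adjusted p from 0.895 to 1.000 across the alternatives with a test. The median of the markers of other neurons ran from -0.397 to -0.0187 with one replicate left out. Of 280 comparisons of the other named genes, 12 lost and 6 gained their call and none reversed, and 7 of 112 leave-one-out values moved by more than the replicate SD. The block with a GC correction was not run, since no genome sequence was used here. In simulated counts, with the same dispersion for every gene, 94 of 200 changes of 2-fold were recovered and 0 of 200 at 1.5-fold. In the data, 5 of the 85 called genes changed by less than 1.5-fold. The simulated recovery therefore does not carry over to these calls, and how many real changes they miss is not known.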

Differences from the paper's values

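The paper's Fig. 6a shows about 15 higher genes, and 27 were found here. Of the alternatives set before the data were examined, total counts only (17), robust dispersion off (18) and the replicate block (17) came within 1.5 times of the paper's number, and the others did not.

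For 13 of the 14 genes in Fig. S5A the log2 fold change differed from the value in the paper's column headed Top3β by more than the standard error. In the same fit all 14 were within 1 standard error of the column headed Aging, so the gaps below may reflect exchanged headings, as described under other observations. For kmr it was -0.92 against the paper's -1.29, for Ae2 -1.32 against -0.81, for CG4629 -0.89 against -1.38, for pyd -0.49 against -1.75, for Trim9 -1.50 against -0.99 and for tei -0.63 against -0.96, and none of the alternatives set before the data were examined closed these gaps. Eip75B had -0.65 against the paper's -0.83 and sunz -0.53 against -0.74, and for both the DESeq2 Wald test and no filter closed the gap, as did leaving out siControl replicate 2 or siTop3β replicate 2 for Eip75B and replicate 1 of either group for sunz. heca (the paper's hdc) had -0.88 against -1.20, closed by the DESeq2 Wald test alone. fru had -0.81 against -1.07, closed only without siControl replicate 1. Ten-a had -0.68 against -0.48, closed by DESeq2 with apeglm shrinkage and without siControl replicate 2. Droj2 had -0.59 against -0.42, closed by upper quartile normalization, apeglm shrinkage and without siControl replicate 2. Abl had -0.59 against -0.45, closed by those 3 settings, by no filter and without siTop3β replicate 1, and by the crossed replicate block, which was chosen after seeing the values.

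The paper states that Top3β was depleted in these photoreceptors, and reports a lower transcript by qPCR after ubiquitous expression of an siRNA (Figure S4B). In these nuclear RNA libraries the log2 fold change of its transcript here was 0.13. It lists sunz and pyd among genes called lower, and they had adjusted p = 0.0613 and 0.139 by edgeR's quasi-likelihood test. The DESeq2 Wald test called both, as total counts only did for pyd and at least 10 counts in every library for sunz.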

Other observations

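The tests of the column headings, of markers matched on span as well, of genes without overlaps, of the opposite relation to span, of the Top3β counts, of heat-shock genes and of neighbouring genes were chosen after the results were seen, as was the comparison with single pairs of libraries in the test of length-dependent differences.

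The column of Fig. S5A headed Aging was much closer to the siTop3β fold changes than the column headed Top3β. With DESeq2 and apeglm shrinkage, which the paper's methods also apply as shrunken estimates, the median absolute difference over 14 genes was 0.0173 from the column headed Aging and 0.31 from the one headed Top3β. The Spearman rho across genes was 0.99 and 0.33. All 14 values were within 1 standard error of the column headed Aging under the 11 settings that use all 4 libraries. With a replicate left out some were not, such as Eip75B at -0.85 without siControl replicate 2, against the paper's -0.58 under Aging. For pyd the shrunken value was -0.46, against the paper's -0.43 under Aging and -1.75 under Top3β. This is consistent with exchanged column headings, at a median difference of 0.0173. Whether the exchange is in the published table or its extracted text cannot be told, and the aging samples were not used here.

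Longer genes were lower in the libraries labelled siTop3β. More counts on longer genes does not fully account for the calls, since the lower genes stayed longer than unchanged genes of the same expression by 1.32 on the log2 scale, down from 2.49 without matching. Over all genes the rho was 0.0284 once expression was held, a value that combines opposite signs in the 2 siTop3β libraries. Length-dependent differences between libraries cannot be excluded. The largest rho within a group was 0.0757 in size, below the -0.126 of the comparison of groups, which by the test as first set counts against this explanation, but pairs of single libraries between groups gave between -0.177 and -0.0473. Other measures within a group were larger, with a partial rho given expression of -0.328 for siTop3β replicate 2 over 1, and a rho of 0.149 for siControl replicate 2 over 1 among the 3515 genes above the median of expression. Reads shared with overlapping genes were tested on genes that overlap no other tested gene, where 48 lower genes were still longer than 4849 unchanged genes by 2.47 (permutation p = 1e-05, the smallest that 100000 draws can give). Of the 21 lower genes under 10 kb, 1 overlaps another lower gene, which speaks only to short genes. Less RNA of other neurons is consistent with the markers of other neurons, whose median log2 fold change of -0.23 over 16 genes was at percentile 0.25 of random lists matched on expression and 1.85 of lists matched on span as well. Of the 16, 10 fell and 6 rose, only ey was called, and without siControl replicate 1 the median was -0.02. Markers of glia had a median of -0.10 (percentile 13.0 of lists matched on expression). Those of muscle and fat body had 0.09 (51.5) and of cone and pigment cells 0.05 (45.7). These medians show no general loss of other cells, but many members of the last 2 sets had few counts, which limits this. Markers of inner photoreceptors were at -0.22 (4.37) and of outer photoreceptors at -0.11 (31.9). The lowest of the 16 markers of other neurons had -0.88, while dpr21 had -2.68, RapGAP1 -2.09, Trim9 -1.50 and Sema1a -1.14, so an even loss of other neurons would not account for the falls of these 4 genes. Lower expression of longer genes as a whole cannot be told apart from less RNA of other neurons or from differences between libraries. GC content was not tested.

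At a given expression, span related to the log2 ratio in opposite directions in the 2 siTop3β libraries. The partial rho over siControl was 0.197 and 0.148 for replicate 1, and -0.133 and -0.205 for replicate 2. Counts from genomic DNA on weakly expressed genes could lift replicate 1, but among the 3515 genes above the median of expression its partial rho was smaller but still above 0, at 0.0818 and 0.0149. In the same genes siControl replicate 2 over 1 had 0.0917, so what remains in replicate 1 is no larger than a difference within siControl. Replicate 2 had -0.179 and -0.264 there, and replicate 2 over 1 had -0.314, against -0.328 over all genes. The difference between the siTop3β libraries thus changed little among these genes, and counts from genomic DNA on weakly expressed genes do not account for it.

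The Top3β transcript was not lower in the libraries labelled siTop3β. Too few counts to see a fall is unlikely to be the reason, since the 95% interval reached down to 77.5% of siControl. The 4 libraries lay between 16.3 and 19.0 CPM, so no exchange of labels among them gives a pair with a clearly lower level. Reads from the RNAi transgene, a loss of RNA in the cytoplasm only, and an ineffective construct were not tested.

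Heat-shock genes were among the lower genes. Hsp83 had a log2 fold change of -1.16, stv -0.88 and Hsp70Aa -1.42, and Hsp70 copies may share reads. A difference in stress or handling between the groups was tested on 15 heat-shock genes and co-chaperones not seen first. Their median of -0.14 was at percentile 5.14 of matched random lists, short of the 5 set for this test, and at 3.38 of lists matched on span as well, which would pass it. Hsp110 and Stip1 were called lower. The outcome depends on the matching, so a difference in stress or handling is not ruled out. A local difference in genetic background was tested by neighbouring genes. Of 84 changed genes with a span, 9 lay within 50 kb of another, with a median of 10 in random draws matched on expression (permutation p = 0.538). The test covers that distance only. On chromosome 2R, sqa and CG12911 lie between 9716348 and 10261276, with other lower and higher genes between them. This stretch was seen after the results and is wider than the test covers, so a local difference there is not excluded. Chromosome 2R held 11 of 26 higher genes and 20.0% of the tested genes, and the X 5 of the 84 changed genes and 17.4% of the tested genes. Placement over whole chromosomes was not tested.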
